# Transcriptome and proteome analysis of tyrosine kinase inhibitor treated canine mast cell tumour cells identifies potentially kit signaling-dependent genes

**DOI:** 10.1186/1746-6148-8-96

**Published:** 2012-06-29

**Authors:** Robert Klopfleisch, Anja Meyer, Patricia Schlieben, Angelika Bondzio, Chris Weise, Dido Lenze, Michael Hummel, Ralf Einspanier, Achim D Gruber

**Keywords:** KIT, Mast cell tumour, Dog, 2D-DIGE, MALDI, Mastocytosis, Tyrosine kinase inhibition

## Abstract

**Background:**

Canine mast cell tumour proliferation depends to a large extent on the activity of KIT, a tyrosine kinase receptor. Inhibitors of the KIT tyrosine kinase have recently been introduced and successfully applied as a therapeutic agent for this tumour type. However, little is known on the downstream target genes of this signaling pathway and molecular changes after inhibition.

**Results:**

Transcriptome analysis of the canine mast cell tumour cell line C2 treated for up to 72 hours with the tyrosine kinase inhibitor masitinib identified significant changes in the expression levels of approximately 3500 genes or 16% of the canine genome. Approximately 40% of these genes had increased mRNA expression levels including genes associated with the pro-proliferative pathways of B- and T-cell receptors, chemokine receptors, steroid hormone receptors and EPO-, RAS and MAP kinase signaling. Proteome analysis of C2 cells treated for 72 hours identified 24 proteins with changed expression levels, most of which being involved in gene transcription, e.g. EIA3, EIA4, TARDBP, protein folding, e.g. HSP90, UCHL3, PDIA3 and protection from oxidative stress, GSTT3, SELENBP1.

**Conclusions:**

Transcriptome and proteome analysis of neoplastic canine mast cells treated with masitinib confirmed the strong important and complex role of KIT in these cells. Approximately 16% of the total canine genome and thus the majority of the active genes were significantly transcriptionally regulated. Most of these changes were associated with reduced proliferation and metabolism of treated cells. Interestingly, several pro-proliferative pathways were up-regulated, which may represent attempts of masitinib treated cells to activate alternative pro-proliferative pathways. These pathways may contain hypothetical targets for a combination therapy with masitinib to further improve its therapeutic effect.

## Background

Canine mast cell tumours (MCT) are currently treated with one or a combination of four different therapeutic approaches: surgical, radiation, classical chemotherapy and the recently introduced tyrosine kinase inhibitors (TKI) [1-3]. The latter mainly act by inhibiting the stem cell factor receptor KIT, the activation of which is one of the most important proliferation stimuli of normal and neoplastic mast cells [1,4].

KIT is constitutively expressed on normal and neoplastic canine mast cells [5]. Due to its central role in mast cell biology and carcinogenesis a special research focus has been placed on the understanding of KIT for canine MCT development, malignant progression and treatment in recent years. Several KIT mutations have been identified, which are associated with aberrant KIT signalling and thus seems to be a major carcinogenic factor for a subset of canine mast cells [1,6]. For instance, tandem duplications in the juxtamembrane subunit of KIT have been identified in up to 12% of all canine MCT and 40% of malignant grade III MCT [6-8]. This mutation results in a constitutively activated KIT tyrosine kinase and leads to increased malignant behaviour in most affected tumours [1]. As a consequence TKI have been introduced for MCT treatment [9-12]. The action of TKI is not restricted to the tyrosine kinase subunit of KIT but other tyrosine kinases are also inhibited [12,13]. Nevertheless, the activity of non-KIT tyrosine kinases appear much lesser relevant for canine mast cell proliferation and the principle of TKI action in canine MCT is thus thought to mostly rely on KIT inhibition [1,13].

Masitinib is a tyrosine kinase inhibitor that selectively targets KIT, the platelet-derived growth factor receptors α and β (PDGFR-α/β) and the Src family kinases [13]. Masitinib has been successfully used in the treatment of canine MCT [9,14]. In addition to its direct effects on MCT by KIT inhibition, in vitro and in vivo, pilot studies indicate that masitinib also has a potential for chemosensitisation to classic chemotherapeutic agents including gemcitabine, vinblastine and doxorubicin [15-17].

Despite these ongoing efforts in KIT research in veterinary oncology, little is known on the downstream signal transduction pathways, target genes and cell functions associated with KIT activity. The present explorative study therefore aimed at identifying the transcriptional and translational changes after treatment of neoplastic canine mast cells with the TKI masitinib using transcriptome and proteome analysis.

## Results

### Cell proliferation, metabolism and death after masitinib treatment

Treatment of C2 cells with 100 nM masitinib induced a complete growth arrest with stable cell counts during 72 hours of treatment. In contrast, cell numbers in untreated C2 cells constantly increased during the experiment with an almost 3-fold rise of cell counts after 72 hours.

A WST-1 assay was performed to assess mitochondrial function before exposure, and after 24, 48 and 72 hours of masitinib exposure (Figure 1). There was an approximately 60% reduction in WST-1 conversion of masitinib treated cells at all indicated time points when compared to the initial activity of the untreated cells. A starting point analysis was chosen to reduce the influence of variable cell concentrations of treated and untreated cell cultures and the different metabolic activity during the different growth curve phases of untreated cells.

**Figure 1:**
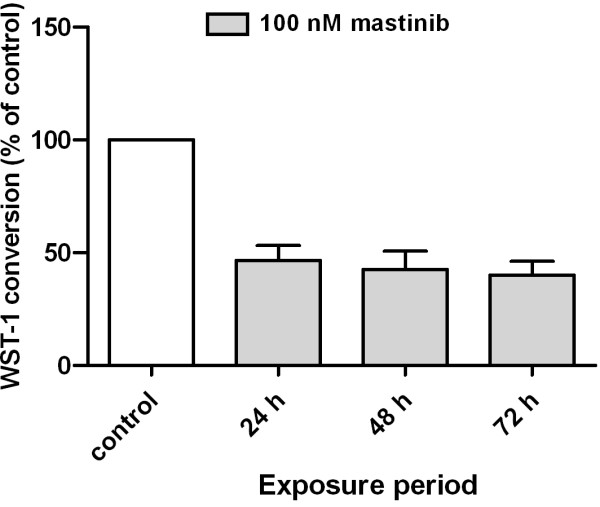
**Effect of masitinib on WST-1 conversion.** Masitinib treatment (100 nM) reduced the metabolic activity of C2 cells by 54% after 24 hours of treatment. The metabolic activity further decreased up to 40% at 72 hours. Data shown represent the means+/−SD of five independent experiments with C2 cells, each performed in three to five wells.

LDH-leakage assay identified a significant increase of 11.4% after 72 hours but no changes after 24 and 48 hours, indicating only a reduced level of cell death and cytotoxicity at the masitinib concentration used (Figure 2).

**Figure 2:**
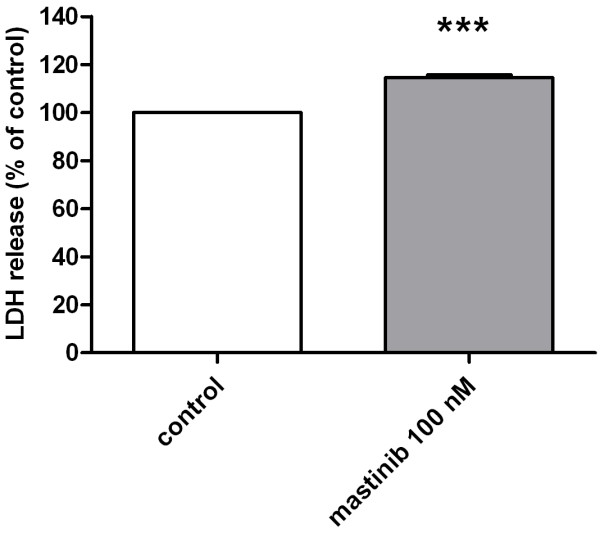
**Effect of masitinib on LDH-release.** Masitinib induced a slight increase in LDH release of C2 cells following 72 h treatment indicating only a mild cytotoxic effect of the masitinib concentration (100 nM) used. Data shown represent the means+/−SD of six independent experiments each performed in four to six wells.

### Changes in the transcriptome after masitinib treatment

Treatment of C2 cells with masitinib (100nM) induced a massive change in their global gene expression pattern. 

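C2 is a line of canine mast cell tumour cells whose mutated KIT receptor signals without its ligand, and masitinib is a small molecule that blocks KIT and related tyrosine kinases. Messenger RNA was measured on the Affymetrix Canine Genome 2.0 array in cultures before treatment (0 h) and in cultures kept with 100 nM masitinib for 12, 24 and 72 h, with 3 arrays per time point and 12 arrays in all. The values used are the authors' log2 expression values, made by them with the gcRMA workflow of the Partek software, which includes quantile normalization, so every array has nearly the same distribution and array medians lay between 5.889 and 5.947. Across probe sets, which are not independent replicates, Pearson's r between arrays of one time point was 0.9952 to 0.9979, and grouping the arrays into 4 clusters gave 4 clusters of 1 time point each. As signs of RNA quality, the actin probe sets at the 3' end exceeded those at the 5' end by 0.985 ± 0.232, 0.828 ± 0.307, 1.05 ± 0.24 and 1.17 ± 0.253 (log2, SD, n = 3 each) at 0, 12, 24 and 72 h, and those of GAPDH by 0.626 ± 0.0599, 0.457 ± 0.0587, 0.546 ± 0.182 and 0.474 ± 0.0958 (SD, n = 3 each); each GAPDH value at 12 h and 72 h lay below those at 0 h.
After 111 Affymetrix control probe sets were set aside, 42924 probe sets were tested with limma, with 1 coefficient per time point and a spread shared by all 12 arrays. A probe set was called when its Benjamini-Hochberg adjusted p was under 0.001 and its change exceeded 1.5-fold, the thresholds of the paper's methods, and calls were counted over the 29254 probe sets with 1 gene symbol, while 439 had several symbols and 13231 had none. A gene's value is that of its probe set with the highest mean over all arrays, and log2 changes are against 0 h with the standard error (SE) of the fit. Gene lists were written from general knowledge before the data were examined, those of FOXO targets and of interferon response after the supplementary tables had been read, and camera, limma's test of whether a list moved more than the other genes, was run with a preset correlation of 0.01 between genes and adjusted over the lists of a time point, with adjusted p under 0.05 counted as a shift. The number of arrays limits the precision, and since the paper calls the replicates flasks of one cell line, the p-values measure the spread between these samples only. Untreated cultures of 12 h and later are not analysed here, so treatment and time in culture cannot be told apart.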

A total of 2,116, 3,087 and 3,502 genes had significant changes in their expression levels of > 1.5-fold after 12, 24 and 72 h, respectively (Figure 3, Additional file 1). 

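After 12 h of masitinib the ERK phosphatase DUSP6 had the largest fall among the named genes, with a log2 change of -4.60 (SE 0.0843, n = 3 arrays per time point, adjusted p = 2.72e-11 from limma). The early response transcription factors EGR1 and FOS fell too, by log2 changes of -3.49 (SE 0.16) and -2.49 (SE 0.108), and so did CDC25A, a phosphatase that activates cyclin-dependent kinases, with -2.45 (SE 0.133). Large rises at 12 h were those of TXNIP, an inhibitor of thioredoxin, at 3.13 (SE 0.0668) and of the cyclin CCNG2 at 2.21 (SE 0.0743). At 24 h the replication licensing factor CDC6 was lower by a log2 change of -4.33 (SE 0.0759), and AOAH, an enzyme that inactivates bacterial lipopolysaccharide, was higher by 2.88 (SE 0.0671).
At 12 h 1104 named probe sets rose and 1722 fell, 2826 in all or 9.66% of the named probe sets. The counts were 2039 and 2914 at 24 h (4953 in all, 16.9%) and 2266 and 3244 at 72 h (5510 in all, 18.8%). Counted as genes with at least 1 called probe set they are 1888, 3199 and 3587. With more than 2-fold change 954, 2278 and 2524 probe sets passed, and with more than 4-fold 64, 418 and 489. Directly compared, 344 probe sets rose and 817 fell between 12 h and 24 h, and 492 rose and 516 fell between 24 h and 72 h. The 3 treated and the 3 untreated arrays did not overlap for 42.4%, 50.4% and 50.7% of the named probe sets at 12, 24 and 72 h, where chance gives 10%.

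**Figure D1:**
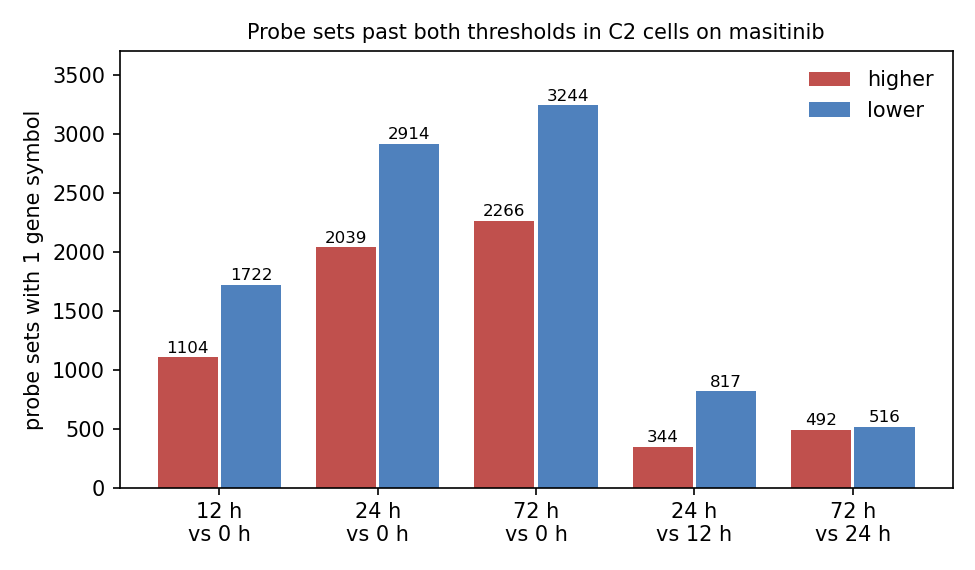
Number of named probe sets that passed the test (adjusted p under 0.001 and more than 1.5-fold), as bars for rises and for falls, for 12, 24 and 72 h against 0 h and for 24 h against 12 h and 72 h against 24 h, with 3 arrays per time point. The bars for falls against 0 h reach 1722, 2914 and 3244; of the calls against 0 h, 89.5%, 96.3% and 91.0% are falls when the arrays are scaled to added poly-A control transcripts, and of those for 72 h against 24 h most are rises.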

Approximately 59% of these genes had decreased expression levels while the rest had increased expression. 

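At 72 h the largest rise among the named genes was that of GKN1, a secreted protein known from the stomach lining, with a log2 change of 4.94 (SE 0.155, n = 3 arrays per time point, adjusted p = 7.39e-11 from limma). CD5L, a secreted protein of macrophages, rose by 4.28 (SE 0.171) and PEBP4, a member of the phosphatidylethanolamine-binding proteins, by 3.78 (SE 0.079). The mitotic spindle protein ASPM had a log2 change of -3.97 (SE 0.0802), MIS18A, which loads the centromeric histone, -4.20 (SE 0.114) and the DNA glycosylase NEIL3 -4.31 (SE 0.157).
Of the called probe sets 60.9% fell at 12 h, 58.8% at 24 h and 58.9% at 72 h, with jackknife standard errors of 4.6, 2.8 and 1.5 percentage points over the 12 arrays. These shares rest on the common scale that quantile normalization gives the arrays. Bacterial poly-A transcripts, which the array's manufacturer supplies for addition to the RNA before labelling, read higher by 0.293, 0.603 and 0.471 (log2, 36 probe sets) at 12, 24 and 72 h on this scale. When each array was shifted to equal poly-A signal, an alternative chosen after the values were seen, the median change of all probe sets became -0.28, -0.57 and -0.44, and 89.5%, 96.3% and 91.0% of the calls were falls. Whether the same amount was added to every sample is not stated in the paper, and the scaling rests on it. Rises smaller than these shifts change their direction under that scaling, and all changes given here are on the deposited scale. Each array is moved as a whole, so a list median that turns negative under that scaling does not bear on the list's shift against other genes.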

Approximately one third of these genes code for nuclear proteins while 18–26% of the gene products are expressed in the cytoplasm and in cell organelles (Figure 4).

**Figure 3:**
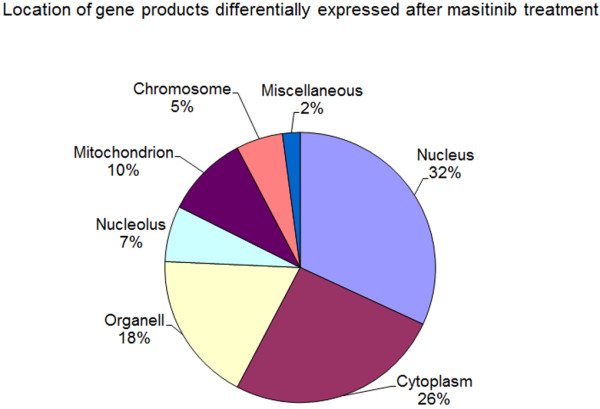
**Microarray analysis of transcriptional changes after masitinib treatment.** Masitinib treated cells showed substantial changes in the global gene expression pattern with up to 3,500 genes or approximately 16% of the canine genome having a significant change in transcription activity.

**Figure 4:**
Cellular location of gene products differentially expressed after masitinib treatment.

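Mitotic genes were lower after 24 h and 72 h of masitinib. CCNA2 and CCNB2, cyclins that drive entry into mitosis, had log2 changes of -4.38 (SE 0.131) and -3.96 (SE 0.111, n = 3 arrays per time point) at 72 h, while at 12 h the values were -0.60 and 0.05, which did not pass the test. TPX2, a spindle assembly factor, had -3.45 at 24 h and -3.82 at 72 h (SE 0.118), and the kinetochore protein NUF2 -3.24 and -3.86 (SE 0.11). Of 40 measured genes of the mitosis list, none rose and 5 fell at 12 h, 36 at 24 h and 37 at 72 h (6, 36 and 38 when adjusted over the list alone), with 35, 4 and 3 not passing. The list's median log2 change was -0.21 at 12 h, -2.55 at 24 h and -2.93 at 72 h, with camera's adjusted p = 0.00379, 2.93e-25 and 1.26e-24. With an estimated correlation between genes the adjusted p = 0.45 at 12 h, which is no longer a shift, and 0.0262 and 0.042 at the later times.
Genes of DNA replication were lower from 12 h on. ORC1, a subunit of the origin recognition complex, had log2 changes of -1.91, -3.40 and -3.18 at 12, 24 and 72 h (SE 0.104), and TK1, which makes thymidine phosphate, -0.87, -3.04 and -3.49 (SE 0.11). RRM2, the small subunit of ribonucleotide reductase, had -3.90 at 24 h (SE 0.0817). Of 47 measured members of the DNA replication list, none rose and 34, 44 and 42 fell (the same numbers when adjusted over the list alone), leaving 13, 3 and 5 that did not pass. These counts use the brightest probe set of each gene. Another probe set of the list member GINS1 rose with time, with a log2 change of 1.67 at 72 h. Camera gave adjusted p = 1.32e-22, 3.27e-29 and 2.78e-26, and with an estimated correlation 0.036, 0.0262 and 0.042.

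**Figure D2:**
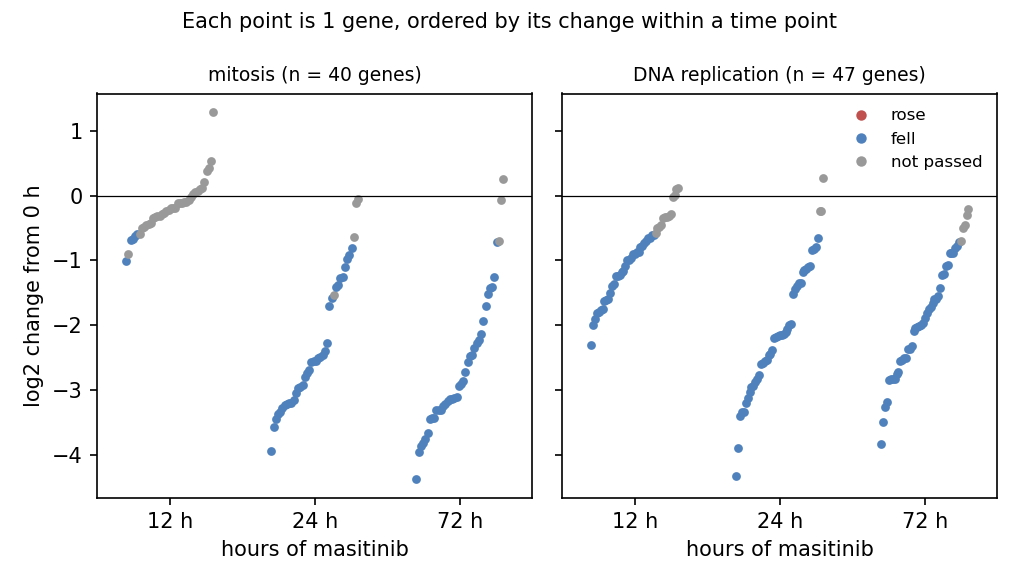
Log2 change against 0 h of each measured gene of the mitosis list (n = 40 genes) and of the DNA replication list (n = 47 genes) at 12, 24 and 72 h; each point is a gene. At 12 h the mitosis list has a median of -0.21 and the DNA replication list one of -0.90, and at 72 h -2.93 and -1.89. Scaling to poly-A controls lowers all probe sets, so it is no test of these falls.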

Most nuclear factors were involved in mitosis and DNA replication (Figure 5), which were mostly down-regulated after masitinib treatment. In addition, genes associated with stress response, glycolysis and the citrate cycle were significantly down-regulated (Figure 5).

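Among genes of the stress response, FKBP4, a co-chaperone of HSP90, had log2 changes of -1.14 at 12 h and -1.64 at 24 h (SE 0.0784, n = 3 arrays per time point), and the mitochondrial chaperone HSPA9 -0.92 and -0.97 (SE 0.0835). CHORDC1, another partner of HSP90, fell to a log2 change of -1.63 at 72 h (SE 0.0743). Of 22 measured genes of heat shock proteins and chaperones, none rose and 12, 14 and 13 fell at 12, 24 and 72 h (equal counts when adjusted over the list alone), with camera's adjusted p = 2.38e-10, 2.66e-11 and 1.18e-08; with an estimated correlation the adjusted p = 0.0799, 0.0497 and 0.0733, so that the shift holds at 24 h only. Subunits of the cytosolic chaperonin, which folds actin and tubulin, fell as well: CCT5 had -1.18 and -0.93 at 24 h and 72 h (SE 0.0523), and 4, 6 and 6 of 7 measured subunits fell, also when adjusted over the list alone (camera's adjusted p = 2.53e-06, 3.4e-06 and 9.09e-06; 0.036, 0.0324 and 0.042 as adjusted p with an estimated correlation). Of 17 genes of oxidative stress defence, 1, 1 and 0 rose and 2, 5 and 4 fell, as counted also when adjusted over the list alone, among them GCLM, a subunit of the enzyme that limits glutathione synthesis, at -1.90 (SE 0.0715) and glutathione reductase, GSR, at -0.86 (SE 0.092) at 24 h. That list shifted down at 24 h and 72 h with adjusted p = 0.0126 and 0.0401 from camera (0.629 at 12 h), and with an estimated correlation the adjusted p = 0.174 and 0.299. The adjusted p of the oxidative stress defence list at 72 h was 0.0566 without 72 h replicate 2, 0.0921 without the dimmest 40% of probe sets and 0.056 with scaling to poly-A controls.
Of 19 measured genes of glycolysis, 0, 1 and 0 rose and 1, 1 and 1 fell at 12, 24 and 72 h, also when adjusted over the list alone, and the list did not shift (camera's adjusted p = 0.653, 0.159 and 0.588). The member that fell was PFKP, the platelet form of phosphofructokinase, with -0.98 at 24 h and -0.95 at 72 h (SE 0.104). Of 20 genes of the citrate cycle and its entry, none rose and 3, 5 and 7 fell, counts that stay as they are when adjusted over the list alone; DLST, a subunit of oxoglutarate dehydrogenase, had -0.98 (SE 0.115) and fumarase, FH, -0.90 (SE 0.0939) at 72 h, where 1 other probe set of FH did not pass. Camera gave adjusted p = 0.454 at 12 h, 0.0438 at 24 h and 0.000165 at 72 h, and with an estimated correlation 0.17 and 0.0445 at the later times. The shift of the citrate cycle list at 24 h ended without 0 h replicate 2 or without 24 h replicate 3 (adjusted p = 0.0506 each), with the probe set of largest change per gene (0.0815), without the dimmest 40% of probe sets (0.0927) and with scaling to poly-A controls (0.0676).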

**Figure 5:**
**Gene functions enriched in the subset of down-regulated genes.** Genes associated with functions in cell division, anti-apoptosis, stress response, carbohydrate metabolism were significantly enriched in the subset of down-regulated genes after masitinib treatment.

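Of 14 measured anti-apoptotic genes, none rose and 1, 2 and 2 fell at 12, 24 and 72 h, with the same counts when adjusted over the list alone. API5, an inhibitor of apoptosis, had log2 changes of -0.82 at 24 h and -1.17 at 72 h (SE 0.125, n = 3 arrays per time point) and -0.58 at 12 h, which did not pass. The list as a whole did not shift against other genes, with adjusted p = 0.629, 0.953 and 0.708 from camera. Its median and its mean differ in sign at 12 h and 24 h.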

An up-regulation of mRNA expression levels was mostly observed for genes associated with Golgi apparatus, endoplasmic reticulum and lysosomes and genes associated with apoptosis and proteolysis (Figure 6). 

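Lysosomal genes were the organelle group with the most rises. The cathepsins CTSF and CTSS, proteases of the lysosome, had log2 changes of 2.53 (SE 0.064) and 2.63 (SE 0.0692, n = 3 arrays per time point) at 72 h, and GM2A, which presents gangliosides for breakdown, had 1.43, 2.18 and 2.54 at 12, 24 and 72 h (SE 0.0607). Of 40 measured lysosomal genes, 13, 18 and 15 rose and 0, 0 and 0 fell, with equal counts when adjusted over the list alone. The list's median log2 change was 0.41, 0.48 and 0.48, and 0.12, -0.124 and 0.00496 with scaling to poly-A controls, where it turns negative at 24 h. Camera gave adjusted p = 3.92e-13, 6.6e-11 and 1.18e-09, and adjusted p = 0.118, 0.124 and 0.129 with an estimated correlation, which ends the call at each time.
Of 42 genes of the Golgi apparatus, 2, 5 and 7 rose and 1, 2 and 2 fell, also when adjusted over the list alone. GOLGB1, a large protein of the Golgi, had 1.01 (SE 0.0829) and GOLM1, a Golgi membrane protein, 1.15 (SE 0.127) at 72 h. The list shifted up at 24 h and 72 h (camera's adjusted p = 0.0364 and 0.01; 0.501 at 12 h), but its median of 0.21 and 0.20 turns to -0.39 and -0.27 with scaling to poly-A controls, and with an estimated correlation the adjusted p = 0.196 and 0.129. The adjusted p of the Golgi apparatus list at 24 h was 0.084 without 0 h replicate 3, 0.057 with the probe set of largest change, 0.0573 without the dimmest 40% of probe sets and 0.0676 with the poly-A scaling.
Genes of folding and translocation in the endoplasmic reticulum went both ways: 0, 3 and 4 of 39 rose and 3, 7 and 4 fell, counts that do not change when adjusted over the list alone. HERPUD1, which helps remove misfolded proteins, had 1.47 (SE 0.0524) and the oxidoreductase ERO1A -1.37 (SE 0.0725) at 72 h. This list shifted down at 24 h (camera's adjusted p = 0.0138; 0.154 as adjusted p with an estimated correlation) and gave 0.176 at 12 h and 0.472 at 72 h; the endoplasmic reticulum folding and translocation list at 24 h had 0.114 with scaling to poly-A controls. Of 27 genes of the proteasome, the main complex of cytosolic proteolysis, none rose and 3, 9 and 13 fell, unchanged in number when adjusted over the list alone, with PSMD14 at -0.998 (SE 0.056) and PSMD7 at -1.07 (SE 0.074) at 24 h. For the proteasome camera gave adjusted p = 1.8e-07, 6.97e-12 and 9.52e-12, and 0.0985 at 12 h, 0.0354 at 24 h and 0.042 at 72 h with an estimated correlation.

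**Figure D3:**
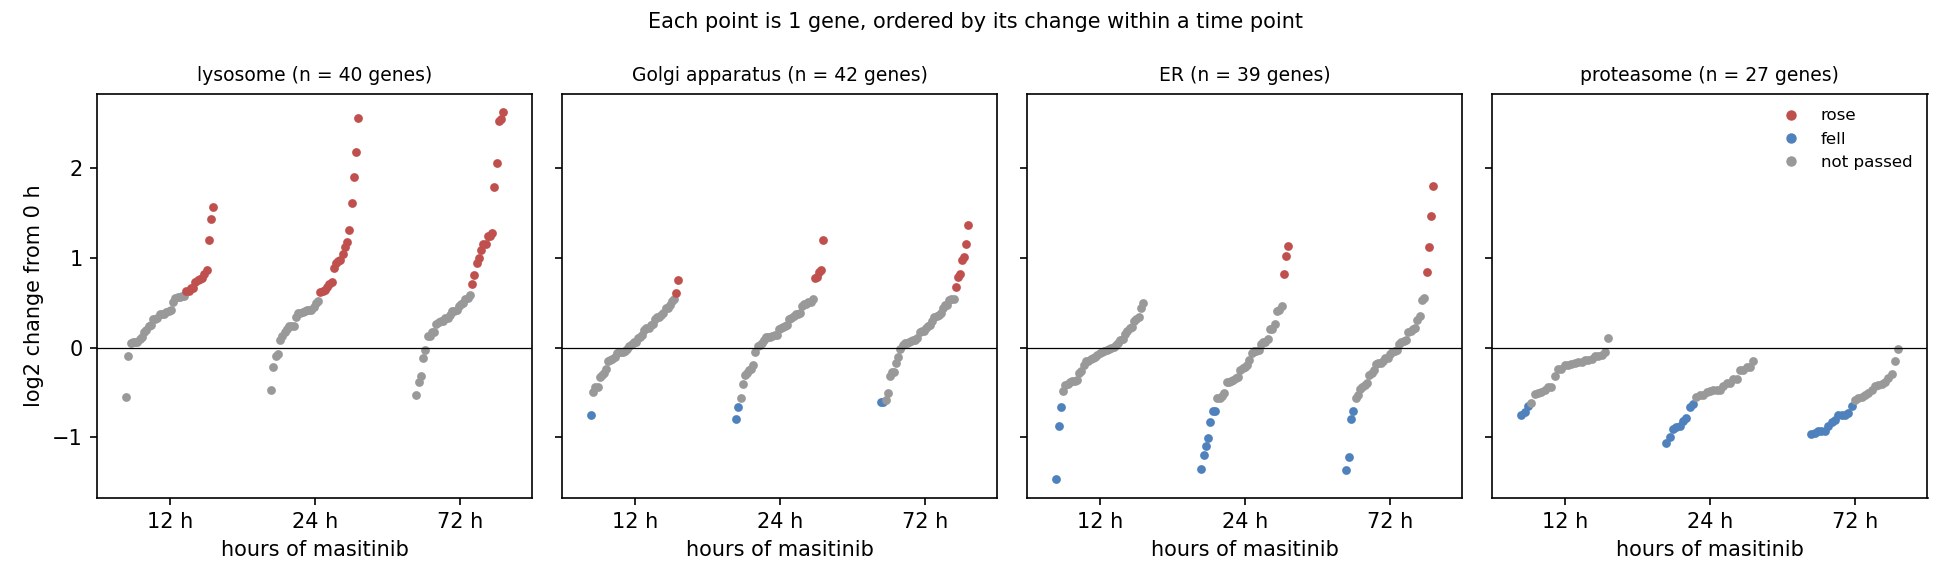
Log2 change against 0 h of each measured gene of the lysosome (n = 40), Golgi apparatus (n = 42), endoplasmic reticulum (n = 39) and proteasome (n = 27) lists at 12, 24 and 72 h; each point is a gene. At 72 h the medians are 0.48 for the lysosome, 0.20 for the Golgi apparatus (below 0 when the arrays are scaled to poly-A controls, as is the lysosome at 24 h) and -0.58 for the proteasome.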

Of note, a set of pro-apoptotic genes were significantly enriched in both, up-regulated and down-regulated, groups of genes.

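PDCD4, a tumour suppressor that limits translation, rose with log2 changes of 1.43, 1.75 and 2.07 at 12, 24 and 72 h (SE 0.0578, n = 3 arrays per time point), and TNFSF10, the death ligand TRAIL, had 1.67 at 72 h (SE 0.0653). CYCS, the cytochrome c that triggers caspases once released from mitochondria and otherwise serves respiration, fell with -1.45, -1.72 and -1.48 (SE 0.064). Of 23 measured pro-apoptotic genes, 3, 3 and 3 rose and 3, 4 and 4 fell, with the same counts when adjusted over the list alone, and 17, 16 and 16 did not pass. Camera found no shift of the list in either direction (adjusted p = 0.998, 0.8 and 0.891), and its median, mean and test differ in sign at 12 h and 72 h.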

**Figure 6:**
**Gene functions enriched in the subset of up-regulated genes.** Genes associated with functions in the Golgi-apparatus, the endoplasmic reticulum and apoptosis were significantly enriched in the subset of up-regulated genes after masitinib treatment.

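Members of the p53 and steroid hormone receptor lists went both ways. Among p53 targets the nuclease AEN fell with log2 changes of -0.84 at 12 h and -0.81 at 24 h (SE 0.0977, n = 3 arrays per time point), while CDKN1A, an inhibitor of cyclin-dependent kinases, rose. RANBP1, a regulator of the nuclear GTPase RAN, fell with -1.02, -1.79 and -1.49 at 12, 24 and 72 h (SE 0.061), and the small GTPase RHOH, known from blood cells, rose with 0.79 and 0.98 at 24 and 72 h (SE 0.0662). FKBP5, which holds steroid receptors in a less active form, fell with -0.87, -1.28 and -1.50 (SE 0.0615), and TSC22D3, a glucocorticoid-induced gene, rose with 1.00, 1.20 and 1.31 (SE 0.0557).
Of 17 measured p53 targets, 1, 2 and 2 rose and 3, 1 and 1 fell at the 3 times, as also adjusted over the list alone. Of 20 genes of the steroid hormone receptors 3, 3 and 3 rose (4 at 72 h when adjusted over the list alone) and 2, 4 and 6 fell. Camera found no shift of the p53 targets (adjusted p = 0.66, 0.936 and 0.467) or of the steroid hormone receptors (0.89, 0.839 and 0.891). Median, mean and test differ in sign for the p53 targets at 24 h and for the steroid receptors at 12 h and 24 h.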

Pathway analysis identified a significant down-regulation of gene expression levels associated with p53, steroid receptor and GTPase-associated signal transduction pathways. In contrast, there was a time dependent increase in the number of up-regulated genes associated with signal transduction pathways during masitinib treatment. 

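Over the members of 15 lists of signal transduction pathways, 271 measured genes taken once each, 24 rose at 12 h, 51 at 24 h and 52 at 72 h, and 12, 13 and 20 fell, while 235, 207 and 199 did not pass the test (limma, n = 3 arrays per time point). Of these pathway genes 8.86%, 18.8% and 19.2% rose, where 4.26%, 8.01% and 8.73% of all 15115 genes did, and 4.43%, 4.8% and 7.38% fell, where 6.3%, 10.0% and 11.0% of all genes did. More members rose than fell in 10, 14 and 13 of the 15 lists at 12, 24 and 72 h. The lists share members and are not independent, and their membership is not that of the database the paper used. With scaling to poly-A controls the median of 14 of them is negative at every time. That scaling lowers all probe sets alike, so these signs do not compare the lists with other genes.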

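PTPRC (CD45) and PTPN6 (SHP-1), phosphatases that set the activity of antigen receptor kinases, had log2 changes of 1.08 (SE 0.104) and 1.13 (SE 0.055, n = 3 arrays per time point) at 12 h, each by its brightest probe set while none of the others passed. PIK3CA, the catalytic subunit of phosphoinositide 3-kinase downstream of the insulin receptor, had 0.66 (SE 0.0774), and IGF1R, a close relative of the insulin receptor, 0.76 (SE 0.0906), where 2 other probe sets did not pass. NFKBIA, the inhibitor of NF-kappa-B, which the T-cell receptor list holds, had 0.11 at 12 h, which did not pass, and 0.76 and 1.39 at 24 and 72 h (SE 0.0612).
Of 27 measured genes of the T-cell receptor list 3, 4 and 5 rose and 0, 0 and 2 fell at 12, 24 and 72 h, also when adjusted over the list alone. The list did not shift at 12 h (camera's adjusted p = 0.263) and shifted up at 24 h and 72 h (0.0221 and 0.0319), with a median of 0.16 and 0.20 that becomes -0.45 and -0.28 with scaling to poly-A controls. The shifts end with an estimated correlation (adjusted p = 0.119 and 0.114); with the probe set of largest change per gene the T-cell receptor list at 24 h had 0.131 and the T-cell receptor list at 72 h 0.0534, and 0.0679 without the dimmest 40% of probe sets. Of 25 genes of the insulin receptor list, none fell and 3, 4 and 5 rose, with no other count when adjusted over the list alone, and camera found no shift (adjusted p = 0.66, 0.274 and 0.7); its median is below 0 and its mean above 0 at 12 h and 72 h.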

After 12 hours of masitinib treatment there was a significant up-regulation of genes associated with three signal transduction pathways, i.e. T-cell receptor, insulin receptor and steroid hormone receptor. At 24 hours genes associated with five additional pathways were up-regulated, i.e. thyroid receptor, vitamin D receptor, Ras cascade, IL10 receptor and IGE receptor. 

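IL6 and IL10, cytokines placed in the IL10 receptor list, had log2 changes of 1.30 (SE 0.0946) and 1.37 (SE 0.0811, n = 3 arrays per time point) at 24 h and 2.17 and 1.41 at 72 h. RGL2, an activator of the small GTPase RAL, had 0.92 (SE 0.0542) at 24 h, while RALA itself fell, with -1.08 (SE 0.0868) at 72 h. The nuclear receptor RXRB, a partner of the thyroid and vitamin D receptors, had 0.75 (SE 0.0644), and BTK, a kinase downstream of the IgE receptor, 1.01 (SE 0.0586).
Of 14 measured genes of the IL10 receptor list none fell and 1, 4 and 4 rose at 12, 24 and 72 h, with equal counts when adjusted over the list alone. Camera's adjusted p = 0.0546, 0.00812 and 0.00158, and with an estimated correlation 0.0526 at 24 h and 0.042 at 72 h, while the medians of 0.46 and 0.37 become -0.14 and -0.11 with scaling to poly-A controls. Of 20 genes of the thyroid receptor list 2, 7 and 5 rose and 0, 0 and 2 fell (6 rose at 72 h when adjusted over the list alone), and this list shifted up at 24 h only (camera's adjusted p = 0.0533, 0.0231 and 0.393; adjusted p = 0.124 at 24 h with an estimated correlation), where its median of 0.18 becomes -0.42 with the poly-A scaling. The thyroid receptor list at 12 h passed with the probe set of largest change (0.0124), under median scaling (0.0466) and without 0 h replicate 1 (0.036), 0 h replicate 2 (0.0469), 12 h replicate 1 (0.0277) or 72 h replicate 3 (0.0458), and the IL10 receptor list at 12 h under median scaling (0.0466) and without 0 h replicate 2 (0.0469) or 12 h replicate 2 (0.046).
The vitamin D receptor list (16 measured genes) had 2, 4 and 2 rises and 0, 0 and 2 falls, with camera's adjusted p = 0.61, 0.47 and 0.743. For the RAS cascade (27 genes) the numbers were 0, 5 and 6 rises (6 and 7 at 24 and 72 h when adjusted over the list alone) and 1, 2 and 3 falls (4 at 72 h by that adjustment), with adjusted p = 0.653, 0.266 and 0.183 from camera. In the IgE receptor list (21 genes) 2, 3 and 4 rose and 2, 0 and 0 fell (adjusted p = 0.89, 0.142 and 0.0649); without 72 h replicate 2 the IgE receptor list at 72 h gave 0.0331. Adjusted over the list alone, 3 genes of the vitamin D receptor list rose at 72 h, the counts of the IgE receptor list were the same, and for the IgE receptor list at 12 h median and mean differ in sign.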

Finally, at 72 hours up-regulation of genes associated with 15 signal transduction pathways were recorded, the aforementioned pathways and the signalling cascades of the B-cell receptor, MAP kinase, EGF receptor, focal adhesion, CXCR4 receptor, EPO signalling and PTEN signalling (Figure 7).

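At 72 h the transcription factor JUN, shared by several of these lists, had a log2 change of 2.32 (SE 0.126, n = 3 arrays per time point), and PARVB, a binding partner of the integrin-linked kinase at focal adhesions, 2.46 (SE 0.0989). GNAI1 and RGS2, a G protein subunit and a regulator of G protein signalling in the CXCR4 list, had 1.81 (SE 0.0642) and 1.88 (SE 0.0535), and RGS1 of the same list -1.06 (SE 0.057). The erythropoietin receptor EPOR had 1.40 (SE 0.0669) while STAT5B, a transcription factor downstream of it, had -0.90 (SE 0.105). Among the MAP kinase genes RPS6KA3 had 0.94 (SE 0.0771) and MAPK9 (JNK2) -0.81 (SE 0.085).
Of 22 measured genes of the EGF receptor list none fell and 1, 3 and 5 rose at 12, 24 and 72 h, with camera's adjusted p = 0.0766, 0.0154 and 0.00303 and, with an estimated correlation, adjusted p = 0.146 and 0.0902; its median of 0.19 at 72 h becomes -0.28 with scaling to poly-A controls. The EGF receptor list at 12 h passed without 0 h replicate 2 (0.0485) or 12 h replicate 1 (0.0448).
Camera found no shift at any time for 5 further lists. For the B-cell receptor (21 genes) 4, 6 and 5 rose and none fell (adjusted p = 0.137, 0.0652 and 0.11; the B-cell receptor list at 24 h had 0.0328 with scaling to poly-A controls). For the MAP kinases (38 genes) 1, 5 and 6 rose and 2, 2 and 2 fell (adjusted p = 0.85, 0.773 and 0.67). Focal adhesion (37 genes) had 3, 8 and 8 rises and 1, 2 and 4 falls (0.137, 0.261 and 0.376 as adjusted p, and 0.0408 for the focal adhesion list at 24 h with the poly-A scaling). Under that scaling most called members of both lists fell at 24 h: 1 rose and 7 fell for the B-cell receptor, and 3 and 18 for focal adhesion. CXCR4 signalling (17 genes) had 1, 3 and 3 rises and 1, 1 and 1 falls (adjusted p = 0.629, 0.093 and 0.348), and EPO signalling (18 genes) 2, 3 and 4 rises and 3, 2 and 1 falls (0.89, 0.441 and 0.183). These 6 lists had the same counts also when adjusted over the list alone, and median, mean and test differ in sign for the MAP kinases at 12 h and 72 h and for EPO signalling at 12 h.
The paper proposes that the higher expression of such pathways may reflect attempts of treated cells to use other growth stimuli and to get around arrest and death (Figure 7).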

**Figure 7:**
**Potentially KIT dependant pathways.** Several pro-proliferative pathways have up-regulated mRNA expression levels after masitinib treatment and may thus reflect efforts of treated cells to activate alternative proliferation stimuli and circumvent growth arrest and cell death.

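CDKN1A, the p53 target p21 that inhibits cyclin-dependent kinases, had mean log2 levels of 7.64, 7.77, 8.27 and 9.19 at 0, 12, 24 and 72 h and a log2 change of 1.56 at 72 h (SE 0.101, n = 3 arrays per time point, adjusted p = 4.69e-08 from limma). Its other 2 probe sets did not pass, and its call at 24 h (0.63) ends without any 1 of 4 arrays (0 h replicates 1 and 2, 24 h replicates 1 and 3). PTH, the parathyroid hormone, had means of 7.59, 8.46, 9.04 and 11.13, and the adhesion molecule PECAM1 of endothelial and blood cells had 3.87, 4.06, 5.54 and 8.15, a log2 change of 4.28 at 72 h (SE 0.177); its levels at 0 h and 12 h lie under 5.281, in the range of the dimmest 40% of probe sets, and background was not measured, and 1 of the 4 probe sets of PECAM1 did not pass at 72 h. The rises that followed hours most closely were those of SERPINE2, an inhibitor of serine proteases (r = 0.998), and GGT1, which breaks down glutathione (r = 0.997).
Over the 12 arrays Pearson's r with hours exceeded 0.95, together with a passed contrast of all treated arrays against 0 h, for 130 probe sets of 99 genes that rose. Their median log2 change was 0.339 at 12 h, 0.703 at 24 h and 1.59 at 72 h, 124 of them had ordered means, and 14, 85 and 130 were called at 12, 24 and 72 h. CDKN1A had r = 0.975 and rho = 0.885, PTH r = 0.994 and rho = 0.972, and PECAM1 r = 0.98 and rho = 0.928 over n = 12 arrays; no p is given, because these genes were chosen by the paper or here for their correlation with hours in the same arrays. Leaving out any 2 of the 72 h arrays, the farthest in time, gave r of 0.945 to 0.959 for CDKN1A, 0.987 to 0.991 for PTH and 0.958 to 0.963 for PECAM1, and within 0 to 24 h r was 0.871, 0.987 and 0.872. The arrays fall into 4 separate times, so r describes a trend over these times. The paper's methods name a partial correlation over 0.95 but not the variable held fixed, so its measure may differ from Pearson's r. Of the paper's entries at hand, 86 of 88 rises and 52 of 54 falls were also selected here. For these entries this argues against a measure that picks other genes, while the selection here holds further probe sets.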

A correlation analysis of expression levels with the different timepoints identified 89 genes with a time dependent, continuous up-regulation in gene expression levels during masitinib treatment, including the cyclin-dependent kinase inhibitor 1A (p21, Cip1), parathyroid hormone (PTH) and platelet/endothelial cell adhesion molecule 1 (PECAM1) ( Additional file 2). DAVID analysis identified a significant enrichment of the functional annotations apoptosis, ATM-signalling pathway, RAS protein signal transduction, aging, B-cell proliferation and unfolded protein response in this group of genes. A correlation analysis identified 55 genes that had a time dependent, continuous decrease in expression levels during masitinib treatment, including EIF2 and EIF5. 

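AGO2, listed by the array as EIF2C2 and a component of the RNA silencing complex, had mean log2 levels of 10.55, 10.24, 10.03 and 9.01 at 0, 12, 24 and 72 h by the probe set that follows hours, and a log2 change of -0.85 at 72 h for its probe set with the highest mean (SE 0.0622, n = 3 arrays per time point, adjusted p = 1.55e-07 from limma). EIF5A2, a translation factor that helps ribosomes through difficult stretches, had means of 9.60, 9.22, 9.18 and 8.43 by the probe set the time course selects. The falls that followed hours most closely were those of PSMD9, a chaperone of proteasome assembly (r = -0.993), and FAM169A (r = -0.992). RGS13, a regulator of G protein signalling in mast cells, was among these falls, with log2 changes of -0.39 at 12 h (not passed), -0.92 at 24 h and -1.68 at 72 h (SE 0.0602).
By the rule used for the rises, 76 probe sets of 63 genes fell with time. Their median log2 change was -0.281, -0.606 and -1.56 at 12, 24 and 72 h, 64 of them had ordered means, and 4, 37 and 76 were called. AGO2 had r = -0.986 and rho = -0.972, and EIF5A2 r = -0.963 and rho = -0.907, over n = 12 arrays, again with no p for genes chosen by their correlation. Leaving out 2 of the 72 h arrays gave r of -0.978 to -0.987 for AGO2 and -0.937 to -0.966 for EIF5A2, and within 0 to 24 h r was -0.94 and -0.855.

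**Figure D4:**
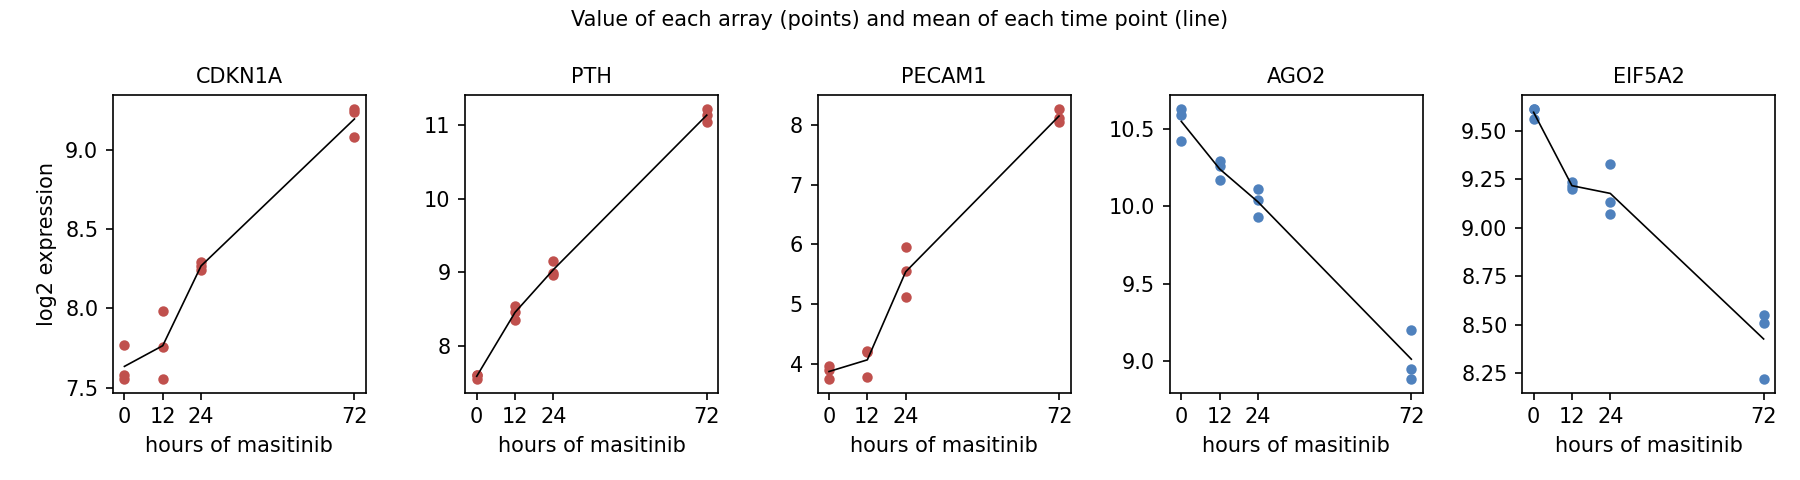
Log2 expression of CDKN1A, PTH, PECAM1, AGO2 and EIF5A2 against hours of masitinib; points are single arrays (3 per time point) and lines join the means. PECAM1 rises from a mean of 3.87 at 0 h to 8.15 at 72 h, and AGO2, by the probe set that follows hours, falls from 10.55 to 9.01.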

Enriched functional annotations in this gene subset were butyrate and pyruvate metabolism, mitochondrial functions, cell migration, apoptosis and mitosis ( Additional file 2).

### Changes in the proteome after masitinib treatment

2D-DIGE and MALDI-TOF analyses of the proteome after 24 and 72 hours of masitinib treatment identified 24 proteins with significant differences in protein expression levels when compared to the proteome before masitinib treatment (Figure 8A and 8B). Three proteins, TAR-DNA binding protein (TARDBP, 1.52-fold, *p* = 0.012), eukaryotic translation initiation factor 3 (EIF3, 1.30-fold, *p* = 0.014) and the actin related protein 2 (ACTR 2, 1.09-fold, *p* = 0.0054) were down-regulated after 24 hours of masitinib treatment (Table 1). Only two proteins, annexin A1 (ANXA1, 1.66-fold, *p* = 0.0087) and the gelsolin-like capping protein (CAPG, 1.66-fold, *p* = 0.0039) were up-regulated after 24 hours of masitinib treatment.

**Figure 8:**
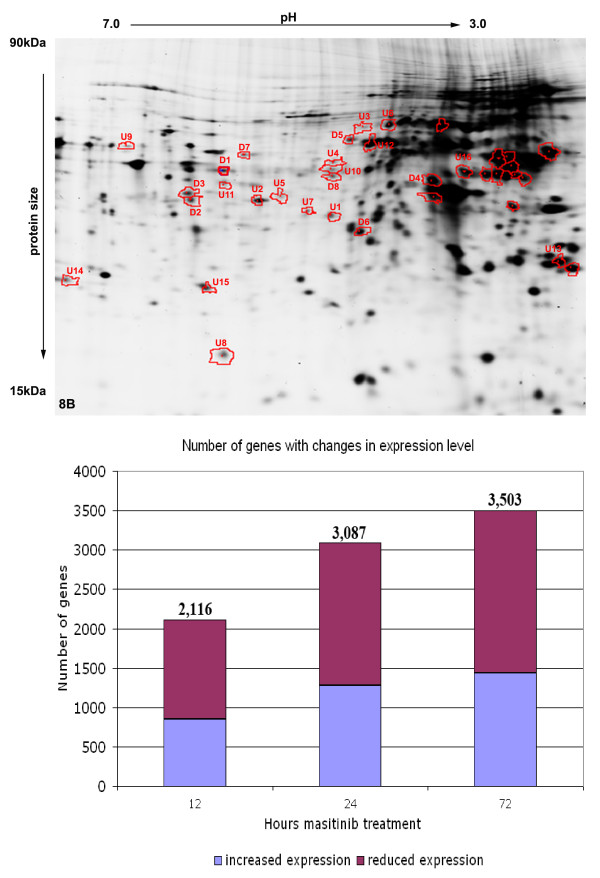
**Differentially expressed proteins in masitinib treated C2 cells after 24 (A) and 72 hours (B) when compared to untreated cells.** D1–8: proteins down-regulated in treated cells; U1–U25 (red): proteins up-regulated in treated cells. Two-dimensional difference gel electrophoresis of cell culture lysates. Isoelectric focusing pH 3–7, gel width 24 cm.

**Table 1:** Down- or up-regulated proteins after 24 hours masitinib treatment

**Spot**	**Identified protein**	**AV**	**p-value**	**accession no. in NCBI**	**MW [Da]**^§^	**pI**^§^	**MOWSE score**	**assigned peptides**	**sequ. cov. [%]**
*Down-regulated proteins*									
1	TARDBP	−1.52	0.012	gi|6678271 (Ho)	45053	5.85	53	1*	4*
2	EIF3	−1.30	0.014	gi|73974369 (Ca)	29504	7.78	92	8	21
3	ACTR2	−1.09	0.0054	gi|73969816 (Ca)	36488	8.21	46	1*	4*
Up-regulated proteins									
4	ANXA1	+1.66	0.0087	gi|73946797 (Ca)	38887	5.84	91	12	31
5	CAPG	+1.66	0.0039	gi|73980918 (Ca)	39088	6.04	85	6	24

^§^The listed molecular weights and pI values correspond to the listed accession numbers, which sometimes belong to species other than *Canis familiaris* (Ca.).

*These proteins were identified by unique peptide sequences determined by MALDI-TOF MS/MS experiments.

Abbreviations: *EIF3*: eukaryotic translation initiation factor 3; *ACTR2*: actin-related protein 2; *ANXA1*: annexin *A1*; *MCP*: Macrophage capping protein; *Ca*: Canis familiaris; *Ho*: Homo sapiens.

The effect of masitinib treatment on all five proteins was confirmed by comparing the proteome at 72 hours of treatment with the pre-treatment proteome. All five proteins were identified as significantly regulated at 24 hours and having an even increased expression level after 72 hours treatment (Figure 8B, Table 2). Nineteen additional proteins had significant changes in expression levels after 72 hours treatment (Table 2). Proteins with the highest down-regulation were the eukaryotic translation initiation factor 4a (EIF4A, 1.66-fold, *p* = 0.005), T-complex protein 1 alpha (TCP1A, 1.63-fold, *p* = 0.019) and the inorganic pyrophosphatase 1 (PPA1, 1.25-fold, *p* = 0.021). In addition to the two proteins with increased expression levels after 24 hours, 14 up-regulated proteins were identified after 72 hours of masitinib treatment. Of these, iroquois homeobox 6 (IRX6, 1.74-fold, p = 0.0018), selenium binding protein 1 (SELENBP1, 1.65-fold, *p* = 0.0011), ubiquitin carboxyl-terminal esterase L3 (UCHL3, 1.51-fold, *p* = 0.027) and annexin A6 (ANXA6, 1.50-fold, *p* = 0.031) had the highest up-regulation in protein expression levels.

**Table 2:** Down- or up-regulated proteins after 72 hours masitinib treatment

**Spot.**	**Identified protein**	**AV**	**t test**	**accession no. in NCBI**	**MW [Da]**^2^	**pI**^§^	**MOWSE score**	**assigned peptides**	**sequ. cov. [%]**
Down-regulated proteins									
1	TARDBP43	−2.62	0.019	gi|6678271 (Ho)	45053	5.85	53	1*	4*
6	EIF4A	−1.66	0.005	gi|73966207 (Ca)	44692	5.40	89	15	41
7	TCP1A	−1.63	0.019	gi|73945755 (Ca)	60943	5.71	80	9	17
2	EIF3	−1.33	0.012	gi|73974369 (Ca)	29504	7.78	92	8	21
8	PPA1	−1.25	0.021	gi|73953384 (Ca)	33372	5.80	34	1*	2*
9	CCT2	−1.25	0.042	gi|73968673 (Ca)	57737	6.01	80	8	17
3	ACTR2	−1.12	0.019	gi|73969816 (Ca)	36488	8.21	46	1*	4*
10	PSMD6	−1.06	0.040	gi|73981961 (Ca)	99123	9.57	72	10	12
Up-regulated proteins									
11	HSP90B1	+1.18	0.048	gi|50979116 (Ca)	22925	6.23	74	5	24
11	GSTT3	+1.20	0.0077	gi|73995693 (Ca)	27793	6.67	98	8	33
12	YWHAZ.	+1.22	0.019	gi|73974186 (Ca)	26438	5.00	156	17	52
13	PDIA3	+1.26	0.012	gi|74000349 (Ca)	76474	8.95	161	21	30
14	CORO1A	+1.34	0.017	gi|73958506 (Ca)	41955	7.10	52	1*	2*
15	TTC38	+1.34	0.016	gi|73968897 (Ca)	52886	5.67	79	6	12
16	OXCT1	+1.43	0.028	gi|73954281 (Ca)	65275	7.92	90	10	18
17	SEMG1	+1.45	0.017	gi|134093092 (Go)	52065	8.96	83	8	19
18	UROD	+1.45	0.016	gi|73977144 (Ca)	35096	5.50	105	9	29
19	ANXA6	+1.50	0.031	gi|73953627 (Ca)	76241	5.47	207	23	32
20	UCHL3	+1.51	0.027	gi|158749588 (Ra)	26278	5.01	74	5	23
21	SELENBP1	+1.65	0.0011	gi|73981582 (Ca)	67142	7.59	89	9	20
22	IRX6	+1.74	0.0018	gi|121484129 (Pa)	24682	8.99	74	5	24
5	CAPG	+1.98	0.0036	gi|73980918 (Ca)	39088	6.04	85	6	24
4	ANXA1	+2.58	0.007	gi|73946797 (Ca)	38887	5.84	91	12	31

^§^The listed molecular weights and pI values correspond to the listed accession numbers, which sometimes belong to species other than *Canis familiaris* (Ca).

*These proteins were identified by unique peptide sequences determined by MALDI-TOF MS/MS experiments.

Abbreviations: EIF4A: eukaryotic translation initiation factor 4A; TCP-1-alpha: T-complex protein 1, alpha subunit; EIF3: eukaryotic translation initiation factor 3; ACTR2: actin-related protein 2; EIF3: eukaryotic translation initiation factor 3; HSP-ß1: heat shock protein beta-1; PDI: protein disulfide isomerase-associated 3 precursor; CORO-1A: coronin-1A; UPD: Uroporphyrinogen decarboxylase; ANXA6: annexin A6; MCP: Macrophage capping protein; ANXA1: annexin A1; Ca: Canis familiaris; Ho: Homo sapiens; Pan: Pan troglodytes; Ra: Rattus; Go: Gorilla.

Comparison with the set of genes identified in the transcriptome analysis identified 15 gene products to be present in the list of mRNA and proteins with significant changes in expression levels. mRNA expressions from 6 of the 8 down-regulated proteins after masitinib treatment were also down-regulated. Furthermore, mRNA from 9 of the 15 proteins up-regulated in C2 treated cells was also present in the transcriptome analysis. However, only five of the transcripts were up-regulated whereas four were down-regulated, in contrast to the situation at the protein level.

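Among the 8 proteins that the paper reports as lower at 72 h, the mRNA of 6 fell at 72 h by at least 1 probe set (limma, n = 3 arrays per time point). A protein was counted when any gene looked up for it fell, and EIF3 and EIF4A were each looked up by several genes. PPA1, the inorganic pyrophosphatase, had a log2 change of -1.49 (SE 0.0548, adjusted p = 2.82e-10), and TARDBP, an RNA-binding protein of the nucleus, -0.88 (SE 0.0597, adjusted p = 7.02e-08), while 1 of its other probe sets gave -0.37 and another 0.47, neither past the test. The chaperonin subunits TCP1 and CCT2 had -0.82 (SE 0.0518) and -0.62 (SE 0.0549), where 1 other probe set of TCP1 did not pass and the brightest probe set of CCT2 fails under cyclic loess while its others pass. For EIF3, looked up by the subunits of this initiation complex except EIF3C, which is not analysed here, EIF3B alone passed, with -1.02 (SE 0.0809). The paper reports a single EIF3 protein and does not name its subunit. Whether EIF3B is that protein was not tested, so the place of EIF3 among the 6 rests on this lookup. For EIF4A, the RNA helicase of translation initiation, EIF4A3 fell (-0.59, SE 0.0594), EIF4A2 rose (0.74, SE 0.0597) and EIF4A1 is not analysed here. The paper does not name the form in its spot. EIF4A is therefore among the 6 by EIF4A3 only, with EIF4A2 going the other way. The brightest probe set of EIF4A3 fails under median scaling, under cyclic loess and without 72 h replicate 1, while its other probe set passes. ACTR2, a subunit of the actin-branching ARP2/3 complex, and PSMD6, of the proteasome, had 0.04 (SE 0.0609) and -0.43 (SE 0.0554) and did not pass.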

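Of the 15 proteins that the paper reports as higher at 72 h, 13 could be looked up, while GSTT3 and SEMG1 are not analysed here. The mRNA of 9 passed the test at 72 h by at least 1 probe set. The 4 that did not were YWHAZ, a 14-3-3 adaptor protein, with a log2 change of -0.04 (SE 0.0549, n = 3 arrays per time point), PDIA3, a disulfide isomerase of the endoplasmic reticulum, with 0.22 (SE 0.0691), the membrane-binding annexin ANXA6 with 0.41 (SE 0.0644) and the homeobox gene IRX6 with 0.14 (SE 0.0805).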

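For 6 of these proteins the mRNA rose at 72 h. ANXA1, an anti-inflammatory annexin, had a log2 change of 1.69 (SE 0.0552, n = 3 arrays per time point, adjusted p = 1.07e-10 from limma), the selenium-binding protein SELENBP1 0.94 (SE 0.0628), UROD of haem synthesis 0.84 (SE 0.0558), TTC38 0.72 (SE 0.0607) and the actin-capping protein CAPG 0.71 (SE 0.0554). For the heat shock protein, which the paper's table gives as HSP90B1 and its notes as beta-1, HSPB1 rose by 1 of 2 probe sets (0.59, SE 0.0537) and HSP90B1 had -0.40 (SE 0.0523), which did not pass. For 3 proteins the mRNA fell: UCHL3, a ubiquitin hydrolase, had -1.20 (SE 0.0597), CORO1A, an actin regulator of blood cells, -0.85 (SE 0.0699) by 1 of its 2 probe sets, and OXCT1, an enzyme of ketone body use, -1.11 (SE 0.144) by 1 of its 4. With scaling to poly-A controls only 1 of the higher mRNAs rose and 6 of these mRNAs fell.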

## Discussion

The present study aimed at identifying the transcriptional and translational responses of KIT-mutant canine mast cells after treatment with the TKI masitinib. To this end, C2 cells, a cell line with a tandem duplication in the juxtamembrane unit and thus constitutively activated KIT, were treated with masitinib and changes in the global mRNA and protein expression levels were characterised. Due to the strong dependency of neoplastic mast cell proliferation on the constitutively activated KIT it was hypothesized that the observed effects may directly or indirectly be caused by the inhibition of KIT [1,13].

Treatment of C2 cells with masitinib resulted to a significant change in mRNA expression levels of a substantial number of genes. More than 3,500 genes had up-regulated mRNA expression levels after 72 hours of masitinib treatment. This gene number corresponds to approximately 16% of the suspected 22,000 genes in the canine genome [18]. According to estimations in human cells, approximately 4,000 genes or 16% of the complete coding genome is active in a given cell on average [19], indicating that almost the complete set of active genes in the C2 cells responds to masitinib treatment. This, however, is only a very rough estimation since the number of active genes may certainly be different in the analysed neoplastic mast cells.

The initial observation of reduced proliferation and metabolism of masitinib treated cells lead to the hypothesis that masitinib treatment and thus KIT inhibition causes a severe shut off of gene activity in treated cells. The results of the transcriptome analysis however indicate that almost half of the regulated genes were transcriptionally up-regulated. Relatively few of these genes had a time dependent up- or down-regulation after masitinib treatment as indicated by the analysis of a potential correlation of the changes in gene expression levels and increasing treatment times.

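The 130 probe sets that rose with hours were 7.3% of the 1781 named probe sets that passed as higher over all treated arrays against 0 h, and the 76 that fell were 2.84% of the 2678 that passed as lower (limma, 9 treated and 3 untreated arrays). Among members of the fixed lists, the cytokine IL13 rose with time, with log2 changes of 0.05 (not passed), 1.81 and 4.12 at 12, 24 and 72 h (SE 0.207); NPM1, a nucleolar chaperone of ribosome assembly, fell with -0.01 (not passed), -0.92 and -1.74 (SE 0.0648). With time points as ranks in place of hours 441 probe sets rose and 340 fell, and with the square root of hours 355 and 197. Other settings gave fewer: 58 rose and 53 fell with scaling to poly-A controls, and 81 and 39 with one probe set per gene.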

The active transcriptional response of C2 cells to masitinib treatment is in accordance with the observation that there was only a mild increase in LDH release and thus cell death in the medium of masitinib treated cells even after 72 hours. C2 cells therefore seem to actively respond to KIT inhibition with an alternative quantitative and qualitative gene expression pattern to circumvent cell death. For instance, 15 receptor pathways were up-regulated after 72 hours of masitinib treatment, most of which have a potential pro-proliferative activity. It can thus be hypothesised that those pathways may contain potential targets for combination therapy.

A subsequent proteome analysis identified 24 proteins with significant changes in protein expression after 72 hours masitinib treatment. 65% of the proteins also had significant changes in the mRNA expression levels. The total number of proteins is therefore surprisingly low when compared to the large number of transcripts affected. One of the reasons may be a delayed response of the proteome to the changes in the transcriptome and changes in mRNA expression levels may therefore not be reflected after 72 hours [20]. Another point may be the complete metabolic shut off of treated cells which may also severely hamper the protein metabolism of the cells. miRNA as potent regulators of mRNA translation efficiency may also have influenced the differences in mRNA and protein expression levels. On the other hand, two-dimensional difference gel electrophoresis is known to cover only a fraction of the complete proteome while hydrophobic proteins, e.g. membrane proteins and strongly acidic and basic proteins are difficult to separate and visualise by gel electrophoresis. In addition, the differences in the dynamic range of protein and mRNA detection methods also significantly differ and influence the number and intensity of detected mRNA and protein species [21].

## Conclusions

In conclusion, masitinib treatment of neoplastic mast cells leads to a massive change in the global mRNA expression pattern while only few proteins had significant changes in expression levels after three days of treatment. In contrast to our initial hypothesis, a surprisingly high number of genes had an up-regulated expression, indicating cellular efforts to replace KIT activity and circumvent growth arrest by activation of alternative pro-proliferative pathways. However, as is evident from the long-term follow-up study of masitinib treatment in dogs with non-resectable MCT, development of such alternative pathways are by no means guaranteed [14]. Nonetheless, if present in vivo these pathways may contain potential candidates to be identified as targets for a combined therapy with masitinib to further improve the efficiency of mast cell therapy.

## Methods

### Cell line

C2 cells were kindly provided by Patrice Dubeuil (Institut national de la santé et de la recherche médicale (INSERM), Marseille, France). Cells were cultured in RPMI-1640 with stable glutamine medium (Biowest, NuaillÃ©, France) supplemented with 10% FCS (Biowest, NuaillÃ©, France), sodium pyruvate (Biochrome, Berlin, Germany), MEM non-essential Amino Acids (Biowest, NuaillÃ©, France) and penicilline/streptomycine (Gibco, Darmstadt, Germany) and kept at 5% CO2 and 37°C. Cells were passaged every 6 to 7 days and rethawed from an original stock every 10 to 12 weeks. In all experiments, cells from passages 3 through 10 were used. On time point 0 cell culture flasks were incubated with 100 nM masitinib Mesylate (AB Science, Paris, France) and kept at 5% CO2 and 37°C. Three replicates of RNA and protein were obtained at time point 0 before and after 12, 24, 48 and 72 hours of masitinib incubation. The supernatant of each flask was centrifuged at 500 g for 5 minutes and washed twice with un-supplemented RPMI-1640 medium (Biowest, NuaillÃ©, France) with centrifugation steps at 1,000 g for 1 minute. Finally the cell pellet of each flask was equally divided and used for protein or mRNA isolation, respectively. Cell pellets were resolved in 250 μl protein lysis buffer (GE Healthcare, Freiburg, Germany) or 500 μl RA1 lysis buffer (NucleoSpin RNA; Macherey & Nagel, DÃ¼ren, Germany) as previously described. Samples were stored at −80°C until further use. Cell numbers were determined at each time point using Trypan Blue exclusion (Biochrome, Berlin, Germany) and viable cells were counted in a Neubauer microscope counting chamber. The experiments with the C2 cell line were performed according to the European, German and local ethical guidelines of the Freie Universitaet Berlin. Animals, humans and their tissues were not otherwise involved in the study presented here.

### WST-1 assay

For WST and LDH assays, cells were seeded at a density of 1.8 × 10^4^ cells / ml in 96-well plates (Greiner, Frickenhausen, Germany). Mitochondrial activity was quantified using the Cell Proliferation Reagent WST-1 (Roche Diagnostics GmbH, Mannheim, Germany). Following the indicated treatments of cells, 10 μl WST-1 reagent was added per well (1:10 final dilution). After a 1 hour incubation at 37°C, the absorbance at 450/630 nm was measured by using an ELISA reader (Bio-Rad Laboratories GmbH, München, Germany).

### Lactate dehydrogenase release

Lactate dehydrogenase (LDH) activity was determined by using the CytoTox-ONETM Homogeneous Membrane Integrity Assay (Promega GmbH, Mannheim, Germany), a fluorimetric method for measuring the release of LDH from cells with damaged membranes. All reagents were prepared according to the manufacturer’s instructions. CytoTox-ONETM reagent (100 μl) was added following treatments to each well and incubated for a further 10 minutes. Next, 50 μl stop solution was added, the plate was shaken for 10 seconds, and the fluorescent signal was recorded at the 560/590nm excitation/emission wavelength pair by using Fluostar Optima (BMG Labtech GmbH, Offenburg, Germany). Sample triplicates were treated with 5 μl lysis solution to perform a 100% cell lysis control in order to determine the maximum amount of LDH.

### Protein and mRNA isolation

Proteins were extracted in 250 μl protein lysis buffer containing 7 M urea, 2 M thiourea, and 4% CHAPS (3-(3-Cholamidopropyl)dimethylammonio-1-propanesulfonate). Lysates were sonicated twice for 2 minutes and then centrifuged at 2,200 g for 2 minutes. The supernatant was collected and stored at −80°C until analysis. Protein concentrations were determined with the 2-D Quant Kit (GE Healthcare, Freiburg, Germany). For mRNA isolation pellets were transferred into 500 μl of RA1 lysis buffer (NucleoSpin RNA; Macherey & Nagel, DÃ¼ren, Germany) containing 5 μl β-mercaptoethanol and homogenized by pipetting. mRNA was extracted and purified using a commercial system (NucleoSpin RNA; Macherey & Nagel, DÃ¼ren, Germany) [22,23].

RNA quality was controlled using the BioAnalyzer (Agilent Technologies, USA) and only high quality RNA (RIN > 9) was used for microarray analyses.

### Microarray data analysis

Affymetrix GeneChip hybridization (Canine Genome 2.0 Array) was performed with 2 μg total RNA according to the manufacturer’s recommendations. Three chips for each timepoint of treatment and pretreated cells were stained and washed with the GeneChip Fluidics Station 450 and visualized on an Affymetrix GeneChip Scanner 3000. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE32657.

Affymetrix CEL files were imported into Partek Genomic Suite Software (Version 6.4, Partek Inc., St. Louis, USA) and processed by the implemented gcRMA workflow (median polish probe set summarization, RMA background correction, quantile normalization) [24]. Differences in gene expression between samples at the different time points of masitinib treatment were analysed by ANOVA and false discovery rate was controlled by using the q-value method [25]. Differentially expressed genes were selected by applying a filter of q < 0.001 and a fold-change of >1.5 in both directions. Un-named genes were excluded from the list. Hierarchical clustering of the samples and genes was conducted using Pearson correlation and complete linkage. Change in expression levels were correlated with the different timpoints and a partial correlation >0.95 was accepted as linear correlated.

To supplement the gene annotations of differentially expressed genes with functional information, BLAST search and Affymetrix-provided human to canine microarray comparisons were used to map canine genes to their human equivalents as shown before [26,27]. Using the human equivalents as templates, the DAVID database was queried for gene ontology information [28]. To study enriched functional gene families and functional annotation, all down-regulated and all up-regulated genes were submitted separately to DAVID [29]. In the case of redundant probes with a fold-change in the same direction only the probe set with the highest fold-change was included in further analyses. Selection criteria for DAVID included a medium stringency, ≥ 4 probes within a cluster and an enrichment factor > 1.3. In case of multiple appearances of similar gene families or functional annotation terms, the cluster with the higher enrichment factor was selected.

### 2D-DIGE and MALDI-TOF

Two-dimensional difference gel electrophoresis (2D-DIGE) was used to quantify and compare the proteome in triplicates of C2 cell pellets before and after 24 and 72 hours of masitinib treatment. Protein extracts were labelled with CyDyes (GE Healthcare, Freiburg, Germany) as previously described [30]. The internal standard was composed of equal amounts of all protein lysates used. 50 μg of protein of the respective samples were labelled with 400 pmol of the respective dye. Two cell pellet probes and the internal standard were then combined and an equal volume of 2× sample buffer (7 M urea, 2 M thiourea, 4% CHAPS, 2% Pharmalyte IPG Buffer, 2% DTT, 0.04% bromophenol blue) was added. Rehydration buffer (7 M urea, 2 M thiourea, 4% CHAPS, 2% pharmalyte IPG buffer, 40 mM DTT) was used to yield a final volume of 450 μl. The Cy-labelled samples were applied to immobilised non-linear pH gradient (IPG) strips, pH 3–7 (GE Healthcare, Freiburg, Germany), and strips were allowed to rehydrate in the dark at room temperature overnight. Isoelectric focusing (IEF) was performed using an Ettan IPGphor 3 Isoelectric Focusing Unit (Ettan IPGphor Manifold; GE Healthcare, Freiburg, Germany) for a total of 50 kVh at 20°C, 75 μA/strip.

Two steps of equilibration followed IEF: 15 minutes with equilibration buffer (6 M urea, 30% glycerol, 2% SDS, and 50 mM Tris, 0.02% bromophenol blue, pH 8.8) containing 100 mg DTT, followed by 15 minutes with equilibration buffer containing 250 mg iodoacetamide. Strips were transferred on top of 24 cm width, 12.5% SDS-PAGE gels and sealed with 0.5% low-melting-point agarose. The second-dimension molecular weight separation was carried out using an Ettan DALTsix Electrophoresis Unit (GE Healthcare, Freiburg, Germany). Running parameters used were 60 mA for 1 hour, 240 mA for 1 hour and 300 mA for 5 hours [31].

CyDye-stained protein spots were visualised with a Typhoon 9400 fluorescence scanner (GE Healthcare, Freiburg, Germany) at the respective wavelengths for the three CyDyes. Spot detection, matching and quantification of spot intensity were performed using the DeCyder 2D Software, Version 7.0 (GE Healthcare, Freiburg, Germany). Differences in expression between the different durations of masitinib treatment were analysed using an unpaired student’s *t* test with *p*-values < 0.05 considered significant. No multiple testing or FDR adjustment was done. Gels with 350 μg of protein were silver-stained and spots were picked for subsequent MS analysis [32].

### Protein identification by MALDI-TOF-MS

For protein identification by matrix-assisted laser desorption/ionisation time-of-flight mass spectrometry (MALDI-TOF-MS) an Ultraflex-II TOF/TOF instrument (Bruker Daltonics, Bremen, Germany) equipped with a Smart beam™ laser was used. Peptides were obtained by trypsin in-gel digestion as previously described [32]. Protein digests were measured in the reflector mode using α-cyano-4-hydroxycinnamic acid (CHCA) as matrix. For the database search, listed contamination peaks from keratin and autoproteolytic products were excluded for peptide mass fingerprint database search with the Mascot server ( http://www.matrixscience.com) in the NCBInr database. The search was restricted to mammalian sequences and one missed tryptic cleavage was considered. A mass accuracy of 50−100 ppm was used for the searches.

## Competing interests

All authors declare to have no financial or non-financial competing interests.

## Authors’ contribution

RK conceived, organized, coordinated the study and experiments, and drafted the manuscript. RK, DL, MH carried out the microarray experiments and analyzed the data. AM and RK carried out the cell culture experiments. AM and AB carried out the WST and LDH assays. PS, AB, RE performed the 2D-DIGE experiments. PS and CW carried out the mass spectrometry. ADG helped to conceive the study and to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of genes with significant changes in mRNA expression levels after 12h, 24 and 72 hours of masitinib treatment. Click here for file

Additional file 2 Genes with a time-dependent, continuous increase or decrease in mRNA expression level during masitinib treatment. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

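Expression was measured on 12 Affymetrix Canine Genome 2.0 arrays of C2 cells, 3 each before treatment and after 12, 24 and 72 h with 100 nM masitinib. The authors imported the scanned arrays into Partek Genomics Suite 6.4 and used its gcRMA workflow with background correction, quantile normalization and median polish, and the submitters' processing notes name Partek and RMA, with versions not given. The deposited values are log2 expression values, 1 per probe set and array; that the base is 2 was checked against the ratios in the part of Additional file 1 at hand (the first 1999 of 2116 entries at 12 h and 1011 of 3087 at 24 h), from which they differed by at most 6.3e-05. Additional file 2 was at hand with 88 of 89 and 54 of 55 entries. Quantile normalization gives every array the same distribution, so a change of most transcripts in one direction is removed before any test.

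All further steps were computed from these values in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The table holds 43035 probe sets, of which 111 Affymetrix controls were kept apart and 42924 tested. Gene symbols came from the platform annotation, and 27680 were updated through the Entrez identifier to the names of the canine assembly UU_Cfam_GSD_1.0. This gave 15115 genes, 8254 of them with more than 1 probe set. A gene list used the probe set with the highest mean over all 12 arrays for each gene.

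The limma model (lmFit and eBayes) had 1 coefficient per time point and no other covariate, and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. A call needed an adjusted p under 0.001 and more than 1.5-fold change and was counted over probe sets with 1 gene symbol, following the thresholds and the exclusion of un-named genes in the paper's methods. Contrasts were 12, 24 and 72 h against 0 h, 24 h against 12 h, 72 h against 24 h, and the mean of the treated times against 0 h. Time-correlated probe sets had a Pearson correlation with hours above 0.95 in size and passed the contrast of treated arrays against 0 h. Pearson's r stood in for the paper's partial correlation, for which the variable held fixed is not named.

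Gene lists stood for functions and pathways that the paper names, for groups chosen for the cell type and the drug, and for markers of other cell types. Their membership comes from general knowledge and not from the DAVID database. The lists of FOXO targets and of interferon response and MHC class I were written after Additional files 1 and 2 had been read, so their direction was partly seen. Lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with adjustment over the 40 lists of a time point other than the cell type markers, which were adjusted among themselves. A list counted as shifted at an adjusted p under 0.05, and each test was repeated with the correlation estimated from the residuals.

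The genes named in the text are, by a rule written before the data were examined but after the supplementary tables had been read, the genes the paper names, the targets of masitinib, the 10 largest rises and falls at each time whose arrays do not overlap, up to 4 members of each list with the largest called change at 72 h and any member the paper names, the 5 genes per direction with the strongest correlation with hours, and called cell type markers. The rule gave 245 genes, of which 240 were measured. A gene named outside it is said to be chosen after its values were seen.

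The number of arrays limits the precision, and the median residual SD was 0.1124 on the log2 scale. No 2 arrays held identical values. The steps were tested on simulated data with the real array layout and 42924 probe sets: with no change there were 0 calls at 72 h, 75% of 100 probe sets with 2-fold change and 98% of 100 with 4-fold change at 72 h were called, with 0 false calls, and 89.5% of 200 linear trends of 4-fold by 72 h were selected; with only the mitosis list lowered that list passed (adjusted p = 2.48e-79 from camera), and so did 1 other list. Alternatives covered the adjustment, the analysis of variance of the methods with Storey q-values, the arrays in the fit, the thresholds, dim probe sets, scaling (median, cyclic loess), the choice of probe set, the replicate number as a block and each array left out. Alternatives chosen after seeing the data were scaling to the poly-A controls, a residual component as a covariate, 2 arrays left out, and genes counted by any probe set with the methods' analysis of variance. Untreated cultures at later times and the samples of the WST-1, LDH and protein experiments are not analysed here.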

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

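The tests of EGR1 and MYC below were chosen only after their values had been seen, as were the 6 genes named for a turn of direction.

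Some genes moved in opposite directions at 12 h and 72 h, by a direct test between these times. Among named probe sets, 21 (13 genes) were higher at 12 h and lower at 72 h, and 4 (3 genes) were lower at 12 h and higher at 72 h. SMPDL3A, a phosphodiesterase related to acid sphingomyelinase, differed between the effects at 72 h and 12 h by -4.07 on the log2 scale, FOLH1B by -2.77 and MLIP by -2.70, and the 3 genes that turned upward were TSPAN13, NKIRAS1 and ST3GAL6.

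EGR1, after its fall at 12 h, was higher at 72 h than at 12 h by 1.95 (log2, limma's direct test, SE 0.16, 3 of 3 arrays at 72 h above those at 12 h), and MYC by 1.06. A return of all ERK pathway feedback genes alike is argued against: of the 10 that fell at 12 h, EGR1 among them, the median share of the fall regained by 72 h was 0.166 (0.132 without EGR1), and DUSP6 regained 0.0713. By the direct test 4 of the 10 were higher at 72 h (EGR1, FOS, IER2 and IER3), none was lower, and shares ran from -0.171 to 1.37. The median log2 change of the 18 measured list members went from -0.88 at 12 h to -0.233 at 72 h. At 72 h camera's adjusted p of the list was 0.0148, and 0.0706 with an estimated correlation. A partial return of ERK signalling is therefore left open. The arrays' common scale is argued against as well, since the change of EGR1 stayed at 1.78 or more under the 3 other scalings and that of MYC at 0.884 or more. Time in culture was not tested.

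Probe sets with no gene name, which the paper left out, were called in numbers of 986 at 12 h, 1754 at 24 h and 2075 at 72 h. Gene groups that the paper does not discuss shifted at 12 h, with a median log2 change of -0.88 for ERK pathway feedback genes, 1.15 for FOXO targets (a list whose direction was partly seen), -1.31 for ribosome biogenesis and MYC targets and -0.358 for cholesterol synthesis, the last of which is no shift with an estimated correlation (adjusted p = 0.125).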

How the results depend on the processing

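The alternatives with scaling to the poly-A controls, a residual component as a covariate, 2 arrays left out, and genes counted by any probe set (with the methods' analysis of variance or limma) were chosen only after the data had been seen, as were every alternative for the contrast of all treated arrays and the time-correlated probe sets by the methods' analysis of variance; all others were set before the data were examined.

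The counts of called probe sets stayed within 1.5 times the counts given at the claims under Storey q-values, the methods' analysis of variance, the replicate block (4878 at 24 h, 5412 at 72 h), an adjusted p under 0.01, the dim filter, median scaling, cyclic loess and a trended prior. Leaving out 1 array gave 2526 to 2884 at 12 h, 4681 to 5056 at 24 h, 5148 to 5485 at 72 h, 985 to 1175 for 24 h against 12 h, 780 to 961 for 72 h against 24 h and 4206 to 4552 for all treated arrays; the percent that fell ran over 60 to 65.5, 56.9 to 60.3 and 58.4 to 60 at 12, 24 and 72 h. In alternatives that change what is counted, the differentially expressed probe sets 12 h, differentially expressed probe sets 24 h, differentially expressed probe sets 72 h, differentially expressed probe sets 24 h against 12 h and differentially expressed probe sets 72 h against 24 h were 8958, 11868, 12531, 5471 and 5528 with an adjusted p under 0.05 and no fold threshold (53.9%, 51.4% and 53.5% fell at 12, 24 and 72 h), 954, 2278, 2524, 499 and 239 with more than 2-fold (63.3% fell at 24 h), 1597, 2723, 2988, 681 and 571 with one probe set per gene (55.5% and 55.8% fell at 24 h and 72 h), and 1666, 2996, 3358, 656 and 584 as genes with any probe set called by the methods' analysis of variance. With un-named probe sets counted, 55.4% and 53.1% fell at 24 h and 72 h, and 1577 were called for 72 h against 24 h. Fitting only the 2 time points compared gave 537 for 72 h against 24 h, with fewer residual degrees of freedom. Scaling to the poly-A controls gave 4517, 14676 and 10061 calls at 12, 24 and 72 h and 2509 for 24 h against 12 h, of which 89.5%, 96.3% and 91.0% fell at 12, 24 and 72 h.

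The percent of called probe sets that fell 72 h against 24 h lies near an even split (51.2%), and it went to the other side under several alternatives: 49.2% with only the 2 time points compared, 47.9% under cyclic loess, 48.0% with one probe set per gene, 43.1% with un-named probe sets counted, 49.8% as genes with any probe set called by the methods' analysis of variance with Storey q-values, which changes both the unit and the test (by limma 379 such genes rose and 397 fell), 26.2% with scaling to the poly-A controls, and 46.4%, 49.1% and 48.3% without 24 h replicate 1, 24 h replicate 3 and 72 h replicate 2. The cause was not tested.

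Time-correlated probe sets that rose and fell numbered 441 and 340 with time points as ranks, 355 and 197 with the square root of hours, 281 and 201 with a correlation over 0.90, 562 and 466 with Spearman's rho and 81 and 39 with one probe set per gene; scaling to the poly-A controls gave 58 rises, and leaving out 1 array 103 to 167 and 56 to 101. Gene lists shifted numbered 6, 9 and 10 at 12, 24 and 72 h with an estimated correlation, against 15, 23 and 22 of 40 with the preset one, and 15 to 18, 22 to 23 and 21 to 22 without 1 array. Of 120 list tests the estimated correlation ended 35 calls, the probe set of largest change ended 6 and added 1, the dim filter ended 4, median scaling added 2, the poly-A scaling ended 4 and added 3, and no list turned its direction past the threshold. The proteins' counts were 5 to 6 and 3 to 4 without 1 array for those that rose with higher and with lower mRNA; 9 rose with higher and 5 with lower mRNA at an adjusted p under 0.05 with no fold threshold, 5 and 2 by only the probe set with the highest mean, and with scaling to the poly-A controls 1 rose with higher and 6 with lower mRNA.

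Another probe set had the opposite sign for PECAM1 at 24 h (-0.0242) and for TARDBP at 24 h (0.214) and 72 h (0.473). Of the genes of the naming rule 19 others had such a probe set at a time when the brightest one passed; they are counted in their lists and, after this was seen, were not described singly. The opposite log2 changes were BCL2 0.0747 at 24 h, 0.109 at 72 h; DAPK1 0.0925 at 12 h, 0.134 at 24 h, 0.179 at 72 h; DEPDC1 0.076 at 24 h; EDEM2 -0.0827 at 72 h; EGFR -0.0218 at 24 h; EIF1AX 0.107 at 12 h, 0.131 at 72 h; EIF2B1 0.142 at 12 h, 0.187 at 24 h, 0.0654 at 72 h; HSPA4 0.0156 at 12 h, 0.176 at 24 h, 0.186 at 72 h; ITGA2 0.0388 at 12 h, 0.0909 at 24 h, 0.143 at 72 h; ITGA6 0.245 at 72 h; MAPKAPK5 -0.397 at 24 h, -0.37 at 24 h, -0.581 at 72 h, -0.0388 at 72 h, -0.478 at 72 h; MTHFD2 0.0477 at 12 h; NQO1 0.17 at 24 h, 0.0814 at 72 h; PTK2 -0.68 at 24 h, -0.544 at 24 h, -0.464 at 72 h, -0.0738 at 72 h; RASGRP2 -0.0469 at 24 h; SESN1 -0.0977 at 12 h, -0.324 at 24 h, -0.587 at 72 h; THRB -0.103 at 72 h; TNS1 0.0743 at 72 h, 0.0157 at 72 h; VSNL1 -0.0663 at 72 h. Replicate numbers did not pair the arrays: residuals of same-numbered arrays correlated above 0.1 in 5 of 18 pairs (range -0.456 to 0.553), the same number was the best match in 7 of the 18, and the replicate block ended no list's call. Probe sets in the dimmest 40%, below a mean log2 value of 5.281, may lie near background, which was not measured; AEN, CD5L, CDC25A, EGR1, EPB42, ETV5, FAM169A, IL13, NEIL3 and PECAM1 have a mean in this range at 1 or more times.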

Differences from the paper's values

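The counts of genes by any probe set with the methods' analysis of variance, the poly-A scaling, the residual component and the omission of 2 arrays were chosen only after the values had been seen.

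At 24 h the paper's count of changed genes is 3087 and the count of called probe sets here is 4953. Of the alternatives set before the data were examined, the methods' analysis of variance with Storey q-values (4608), more than 2-fold change (2278) and one probe set per gene (2723) lie within 1.5 times the paper's count. Storey q-values with limma (5122), only the 2 time points compared (4663), the replicate block (4878), an adjusted p under 0.01 (5269), no fold threshold (11868), the dim filter (4721), median scaling (5027), cyclic loess (4933), a trended prior (5052), un-named probe sets counted (6707) and each array left out (4681 to 5056) do not. Genes with any probe set called by the methods' analysis of variance, counted after the values were seen, were 2996, and 3322 with Storey q-values under 0.01; how many of the paper's called genes these drop was not counted, since its table is at hand only in part. In the part at hand 404 of 1999 entries at 12 h have a q over 0.001 (up to 0.00998), so that the threshold behind the paper's count at 12 h is not certain. At 24 h 0 of the 1011 entries at hand have a q over 0.001 (largest 0.000973). These are all rises and only a part of the 3087, so the threshold of the remaining entries cannot be told. The other added alternatives, scaling to the poly-A controls (14676), a residual component as a covariate (5279) and 2 arrays left out (5013), stay apart from the paper's count.

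For 72 h the paper gives 3502 and the count here is 5510. Within 1.5 times of the paper's lie the methods' analysis of variance (5118), only the 2 time points compared (4968), more than 2-fold (2524), the dim filter (5166), one probe set per gene (2988) and the fits without 0 h replicate 2 (5148) or 72 h replicate 2 (5222), but not Storey q-values with limma (5670), the replicate block (5412), an adjusted p under 0.01 (5791), no fold threshold (12531), median scaling (5541), cyclic loess (5426), a trended prior (5581), un-named probe sets counted (7585) or the other arrays left out (5275 to 5485). Genes with any probe set called by the methods' analysis of variance with Storey q-values, an alternative chosen after seeing the values that changes both the unit and the test, number 3358, and 3708 with q under 0.01; by limma such genes number 3587, and 3199 at 24 h, counts not among the alternatives set before the data were examined; the poly-A scaling (10061), the residual component (5795) and 2 arrays left out (5379) remain apart.

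The paper counts 3 signal transduction pathways as up-regulated at 12 h, and 1 list here shifted up. Median scaling gives 3, and the fits without 0 h replicate 1, 12 h replicate 2 or 72 h replicate 3 give 2, without 12 h replicate 1 they give 3 and without 0 h replicate 2 they give 4, all within 1.5 times; 2 arrays left out, chosen after seeing the values, gives 2. The estimated correlation gives 0, the probe set of largest change gives 1, there the thyroid receptor list, and the dim filter, the replicate block, only the 2 time points compared and the other arrays left out give 1. The lists added in these settings are those of the thyroid, IL10 and EGF receptors, and none is of the T-cell, insulin or steroid receptor.

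At 24 h the paper's count of pathways is 8 and 5 lists shifted up here, with the T-cell, thyroid and IL10 receptors among them, with none of the alternatives set before the data were examined closer: 0 with the estimated correlation, 4 with the probe set of largest change and 5 with each of the others. At 72 h the paper's count is 15 and 4 lists shifted up, with the T-cell, IL10 and EGF receptors among them, with 1 under the estimated correlation, 2 with the probe set of largest change, 3 with the dim filter or without 72 h replicate 1, 5 without 72 h replicate 2, which adds the IgE receptor list at 72 h (0.0331), and 4 with each of the others. With scaling to the poly-A controls, chosen after seeing the values, the B-cell receptor list at 24 h (0.0328) and the focal adhesion list at 24 h (0.0408) pass as well. This makes 7 lists at 24 h, within 1.5 times of the paper's count, but neither is among the pathways the paper adds by 24 h. Under that scaling 1 gene rose and 7 fell in the B-cell receptor list, and 3 rose and 18 fell for focal adhesion. Both lists were thus lowered less than other genes, and the 7 is no count of pathways whose genes rose. At 12 h and 72 h this scaling gives 1 and 4, and omitting 2 arrays, chosen likewise, gives 5 at 24 h and 4 at 72 h. The lists here and the paper's pathways differ in membership and test.

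Several functions that the paper names as down-regulated did not shift here: glycolysis with 1 of 19 genes lower at 72 h, anti-apoptotic genes with 2 of 14, p53 targets with 2 higher and 1 lower of 17, and steroid hormone receptor genes with 3 higher and 6 lower of 20. Mitosis, DNA replication, heat shock and chaperone, and citrate cycle genes went the way the paper states with the preset correlation, the citrate cycle from 24 h on; with an estimated correlation the DNA replication list stays shifted at each time, mitosis not at 12 h (0.45), heat shock and chaperones not at 12 h and 72 h (0.0799 and 0.0733) and the citrate cycle at 72 h only (0.17 at 24 h). Genes of the endoplasmic reticulum are named in the paper as up-regulated, and here 0, 3 and 4 rose and 3, 7 and 4 fell of 39 at 12, 24 and 72 h, with a shift down at 24 h only, which ends with an estimated correlation (0.154). Lysosomal genes at each time and Golgi genes at 24 h and 72 h shifted the paper's way on the deposited scale, but neither list with an estimated correlation (0.118, 0.124 and 0.129; 0.196 and 0.129), and with scaling to the poly-A controls the lysosome median is negative at 24 h (-0.12) and the Golgi median at each time. For proteolysis, also named as up-regulated, the proteasome list had 13 of 27 genes lower at 72 h, while the lysosomal proteases CTSF and CTSS rose. Lysosomal proteases were not tested as a group.

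A sentence of the Discussion calls the changed genes at 72 h up-regulated, while the Results and a later sentence there have fewer rises than falls, as do the 5510 called probe sets here with 2266 rises. The translation factors that the paper names among the falling genes appear in the tables as EIF2C2, now AGO2, and EIF5A2, and both fell here.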

Other observations

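The tests of KIT other than that of time in culture, and both tests of the common scale, were chosen only after the results had been seen.

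Transcriptional targets of ERK signalling, which KIT feeds, were lower: of 18 ERK pathway feedback genes 0, 0 and 1 rose and 10, 10 and 8 fell at 12, 24 and 72 h (adjusted p = 4.49e-09, 5.74e-05 and 0.0148 from camera and 0.00624, 0.0262 and 0.0706 with an estimated correlation). ETV5, a transcription factor induced by ERK, had log2 changes of -3.19, -3.42 and -3.35 (SE 0.124, n = 3 arrays per time point) and SPRED1, an inhibitor of RAS, -2.21, -2.13 and -1.92 (SE 0.114). FOXO targets, a list whose direction was partly seen in the supplements, were higher: of 19 genes 13, 13 and 13 rose and 0, 1 and 1 fell (adjusted p = 5.78e-12, 7.06e-08 and 1.32e-06 from camera and 0.0306, 0.0354 and 0.046 with an estimated correlation), among them KLHL24 at 2.51 (SE 0.0681) and HBP1, a repressor of the cell cycle, at 2.17 (SE 0.0714) at 12 h. Of 21 genes of ribosome biogenesis and MYC targets 0, 0 and 0 rose and 17, 18 and 16 fell (adjusted p = 1.29e-16, 7.33e-14 and 1.18e-09 from camera and 0.0306, 0.0324 and 0.046 with an estimated correlation), with MYBBP1A at -1.87 (SE 0.0785) and SRM, which makes spermidine, at -2.54 (SE 0.101) at 12 h and 24 h. Of 32 translation initiation factors 0, 1 and 1 rose and 9, 12 and 11 fell (adjusted p = 0.000555, 0.00254 and 3.82e-05 from camera and 0.0985, 0.119 and 0.046 with an estimated correlation), with EIF4E, which binds the cap of mRNA, at -1.23 (SE 0.0629) at 12 h. Of 19 genes of cholesterol synthesis 0, 0 and 1 rose and 7, 11 and 12 fell (8 fell at 12 h when adjusted over the list alone; adjusted p = 0.000891, 6.99e-05 and 0.000165 from camera and 0.125, 0.0705 and 0.074 with an estimated correlation), with MVD at -1.65 (SE 0.0789) and SQLE at -1.31 (SE 0.0568) at 72 h. Of 24 genes of ATF4 and the amino acid response 3, 2 and 3 rose and 9, 11 and 9 fell (adjusted p = 0.000393, 6.99e-05 and 0.000447 from camera and 0.212, 0.146 and 0.177 with an estimated correlation), with the serine synthesis enzymes PHGDH at -2.45 (SE 0.0818) and PSAT1 at -2.20 (SE 0.0619) and the stress regulator NUPR1 at 1.80 (SE 0.0535) at 72 h. Counts adjusted over the list alone were the same for the other lists of this paragraph.

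Of 20 genes of mast cell identity 3, 10 and 7 rose and 1, 1 and 2 fell (12 and 8 rose at 24 and 72 h when adjusted over the list alone; adjusted p = 0.000954, 6.99e-05 and 0.00174 from camera and 0.036, 0.0262 and 0.042 with an estimated correlation), but with scaling to poly-A controls 2, 2 and 3 rose and 3, 4 and 5 fell. LTC4S, which makes leukotriene C4, had 2.69 and 3.78 at 24 and 72 h (SE 0.062), MRGPRX2, a receptor that triggers degranulation, 2.37 (SE 0.0956) and the transcription factor GATA2 1.76 (SE 0.122) at 72 h. Of 18 mast cell cytokines and growth factors 3, 5 and 6 rose and 2, 1 and 0 fell, as also adjusted over the list alone (adjusted p = 0.89, 0.158 and 0.00306 from camera and 0.94, 0.342 and 0.0783 with an estimated correlation), with a median whose sign differs from the mean at 12 h and which is -0.18 at 72 h with scaling to poly-A controls; CCL2, a chemokine for monocytes, fell at 12 h (-2.77, SE 0.0639) and did not pass at 72 h (0.23). Of 23 genes of the interferon response and MHC class I, a list whose direction was partly seen, 3, 4 and 9 rose and 0, 0 and 0 fell, also adjusted over the list alone (adjusted p = 0.00237, 0.0207 and 0.000447 from camera and 0.166, 0.214 and 0.0929 with an estimated correlation), with the antigen-presenting DLA88 at 1.71 (SE 0.105) and the immunoproteasome subunit PSMB9 at 1.44 (SE 0.0689) at 72 h, and a median that is -0.20 with scaling to poly-A controls. Of 9 masitinib targets 1, 0 and 1 rose and 0, 1 and 2 fell, also adjusted over the list alone, and the list did not shift (adjusted p = 0.629, 0.503 and 0.746 from camera and 0.693, 0.542 and 0.789 with an estimated correlation).

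Marker lists of other cell types did not shift at 72 h by camera: T lymphocytes (0.664 as adjusted p), B lymphocytes (0.815), macrophages (0.377), neutrophils (0.439), fibroblasts (0.833), epithelium (0.377) and endothelium (0.0755), and 2 of 4 erythroid markers, too few to test, rose. Single members changed in every group at 72 h, with rises and falls of 1 and 1 for T lymphocytes, 1 and 0 for B lymphocytes (0 rises when adjusted over the list alone), 2 and 0 for macrophages, 2 and 0 for neutrophils, 0 and 1 for fibroblasts, 1 and 2 for epithelium and 2 and 0 for endothelium. Among those that rose were the macrophage protein CD5L with 4.28 (SE 0.171), KDR, a growth factor receptor of endothelium, with 2.54 (SE 0.0711) and the red cell membrane protein EPB42 with 2.98 (SE 0.124).

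KIT mRNA had log2 changes of 1.12, 1.31 and 0.90 at 12, 24 and 72 h (SE 0.285) with adjusted p = 0.00911, 0.00232 and 0.0229 from limma, and so did not pass the threshold; without 72 h replicate 3 it passed at each time (adjusted p = 0.000656, 0.000122 and 0.000372 for KIT, log2 fold change 12 h, KIT, log2 fold change 24 h and KIT, log2 fold change 72 h) and without 0 h replicate 1 at 24 h (0.000726). An error of a single probe set is argued against, because the residuals of the 2 KIT probe sets correlated with r = 0.996 across the 12 arrays. With a component shared by the residuals of many probe sets as a covariate the residual SD of KIT fell to 0.272 of its size, and KIT passed at each time (1.11e-06, 1.23e-07 and 3.24e-06), in line with a difference between single arrays; the component came from the same arrays, so these p-values may be too small. Time in culture without treatment cannot be told apart from the drug, with 0 untreated arrays after 0 h.

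Added poly-A transcripts rose by 0.471 and hybridization controls by 0.198 (log2) at 72 h, which bears on the split of rises and falls. A general fall of mRNA per amount of total RNA, hidden by quantile normalization, may be one explanation, since poly-A controls rose by 0.273 more than hybridization controls. This is 1.95 SDs of the difference between single arrays (SD 0.14). The rise compares means of 3 arrays, which spread less than single arrays, so this yardstick understates it. The same difference rose by 0.102 at 12 h and 0.272 at 24 h. Dimmer arrays at later times may be another explanation, as hybridization controls rose by 0.42 of the poly-A rise. The 2 cannot be told apart from these controls.

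The effects at the 3 times share the untreated arrays. Same-direction calls were 2520 of 2826 at 12 h found again at 24 h (0 opposite), 2129 at 72 h (25 opposite), and 3899 of 4953 at 24 h found again at 72 h (5 opposite), where independent lists would share 76.9 rises and 172 falls, 85.5 and 191, and 158 and 323. Across probe sets, which are not independent replicates, log2 changes correlated with r = 0.839 (12 h and 24 h), 0.692 (12 h and 72 h) and 0.9 (24 h and 72 h), against 0.501 in simulated groups without effects, and covariances were 0.192, 0.168 and 0.319 against 0.00669, a difference of 0.185, 0.161 and 0.313. Part of the excess over independent lists may come from the shared controls, which alone give the simulated values.

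Other splits of the arrays into groups of the same sizes were compared with the real ones. For 3 against 3 arrays only 10 splits exist, too few for a share under 0.05: called probe sets were 2826, 4953 and 5510 at 12, 24 and 72 h, 1161 for 24 h against 12 h and 1008 for 72 h against 24 h, with 0 as the highest other count in each (1 of 10 splits as large, the real one), and proteins with called mRNA were 6, 6 and 3 with 0 as the highest other. Gene lists shifted were 15 at 12 h with 17 in the highest other split (2 of 10 as large), and 23 and 22 at 24 h and 72 h with 16 as the highest other; with an estimated correlation 6, 9 and 10 lists shifted and 0 in any other split. Among 100 groupings only the real one reached the 4459 calls of treated against untreated arrays (highest other 1). The same held for the 130 rises and 76 falls with time (highest other 0). The other groupings mix arrays of different times, so real differences between times enlarge their spread and keep their counts low. They are therefore no measure of counts without any effect, and chance is not excluded by them.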
